# Neddylation status determines the therapeutic sensitivity of tyrosine kinase inhibitors in chronic myeloid leukemia

**DOI:** 10.1038/s41598-025-04153-7

**Published:** 2025-05-30

**Authors:** Congyi Zhang, Yikai Yao, Qiuting Qian, Xiongyu Han, Yunkun Lu, Xinyi Jiang, Hongqiang Cheng, Xue Zhang, Ying Chi, Yuehai Ke, Peng Xiao

**Keywords:** Chronic myeloid leukemia, Tyrosine kinase inhibitor, Neddylation, Post-translational modification, Resistance, Cancer, Cell biology

## Abstract

BCR::ABL1-targeting tyrosine kinase inhibitors (TKIs) dominate the treatment of chronic myeloid leukemia (CML) over the past decades. In this study, we reported an unexpected role of neddylation inhibitors in desensitizing the therapeutic efficacy of BCR::ABL1-targeting TKIs in CML. Unlike their function in reducing drug resistance in many solid tumors, we revealed that neddylation inhibitors counteracted the cytotoxicity of TKIs against CML cells, both in cellular experiments and in animal model. Conversely, neddylation agonist sensitized the function of TKIs. RNA sequencing data revealed that neddylation inhibitor reversed the transcriptomic changes induced by TKI. Co-immunoprecipitation (co-IP) assay identified ABL1 kinase domain as a novel substrate for neddylation. Furthermore, an artificial intelligence (AI) 3-Dimensional spatial structure binding technology was employed to predict the impact of neddylation on the structure of ABL1 kinase domain. Finally, we provided potential evidence showing that TKI therapy decreased the expression of neddylation enzymes in the bone marrow of CML patients. Hence, our study offers new insights into the post-translational modification (PTM)-mediated drug resistance, and highlights the potential clinical benefits of neddylation agonists in improving the responsiveness of BCR::ABL1 TKIs in CML.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-04153-7.

## Introduction

The primary etiological factor of chronic myeloid leukemia (CML) is the BCR::ABL1 fusion protein, which is a highly active tyrosine kinase capable of initiating multiple downstream oncogenic pathways^1,2^. Although the development of tyrosine kinase inhibitors (TKIs) targeting BCR::ABL1 has significantly revolutionized the treatment of CML, resistance to TKIs eventually occurs in a portion of CML patients, leading to therapy failure and further progression of CML^3^. Thus, overcoming TKI resistance represents one of the top challenges in the management of CML.

Traditionally, TKI resistance is commonly attributed to specific point mutations that alter the drug’s binding affinity through changing protein conformation^4,5^. Regrettably, mutations occur at the genetic level and thus are basically irreversible. Post-translational modifications (PTMs) represent another pivotal event that have profound influence on protein conformation^6^. In contrast to genetic mutations, most types of PTMs are reversible, rendering them ideal targets for the development of anti-cancer agents^7^. Neddylation is a reversible covalent conjugation of an ubiquitin-like molecule NEDD8 to substrate proteins^8^. Neddylation of specific proteins typically does not lead to proteasome degradation. Instead, it influences protein stability, conformation, or subcellular localization, through which neddylation modification plays essential roles in determining cell functions^9^. In recent years, emerging studies have revealed that hyper-neddylation in solid tumor cells promotes their malignant behaviors and contributes to drug resistance^10–12^. Therefore, neddylation inhibitors have been tested in various clinical trials for the treatment of cancer or the mitigation of drug resistance^13–15^. Our group has identified a classical oncoprotein - SHP2, as a novel substrate of neddylation. The deneddylation of SHP2 drives tumor immunosuppression by regulating CD47/SIRPα signal^16^. However, to date, the roles of neddylation on the treatment of hematological malignancies remain elusive.

## Results

### Hyponeddylation desensitizes the function of BCR::ABL1-targeting TKIs

Firstly, in an effort to investigate the impact of neddylation modification on the therapeutic effectiveness of BCR::ABL1-targeting TKIs in CML, we treated K562 CML cells with three different TKIs, including imatinib (the first-generation TKI), nilotinib (a second-generation TKI), and ponatinib (a third-generation TKI), which are designed to target BCR::ABL1 carrying different mutation sites. These TKIs were either used alone or in combination with MLN4924, a neddylation inhibitor which suppresses the activity of NEDD8 activating E1 enzyme^13^. K562 cells are known to be resistant to MLN4924^17^, we used an MLN4924 concentration that did not cause discernible cytotoxicity to K562 cells as determined by our preliminary IC50 test. Unexpectedly, contrary to its function in mitigating drug resistance in many previous studies^15,18,19^, neddylation inhibition by MLN4924 largely counteracted, but not sensitized the therapeutic effect of TKIs in CML cells. In the presence of MLN4924, all three TKIs failed to induce obvious cytotoxic effect in K562 cells (Figure 1 A). The above three TKIs inhibit the activity of BCR::ABL1 by targeting its ATP-binding sites. Non-constitutively active ABL1 undergoes conformational changes between active and inactive states, this led to the development of the fourth-generation BCR::ABL1 TKI - asciminib, which allosterically targets BCR::ABL1 through a non-ATP competitive conformational mechanism. We observed that the cytotoxicity of asciminib was also largely lost when used in combination with MLN4924 (Figure 1B). Besides K562 cells, MLN4924 reversed the inhibitory effect of imatinib on another CML cell line, KU812 as well (Figure 1 C). The capacity of MLN4924 in antagonizing TKI function was further confirmed by cell counting (Figure 1D) and cell apoptosis assay (Figure 1E). Next, we employed another neddylation inhibitor, TAS4464. Similar to MLN4924, TAS4464 efficiently reversed the cytotoxicity of multiple TKIs against K562 cells (Figure 1 F, G). Furthermore, we silenced UBA3 - a subunit of neddylation E1, in K562 cells, and found that UBA3 silencing recapitulated the effect of neddylation inhibitors in terms of reversing the cytotoxicity of TKI (Figure 1H).

**Fig. 1:**
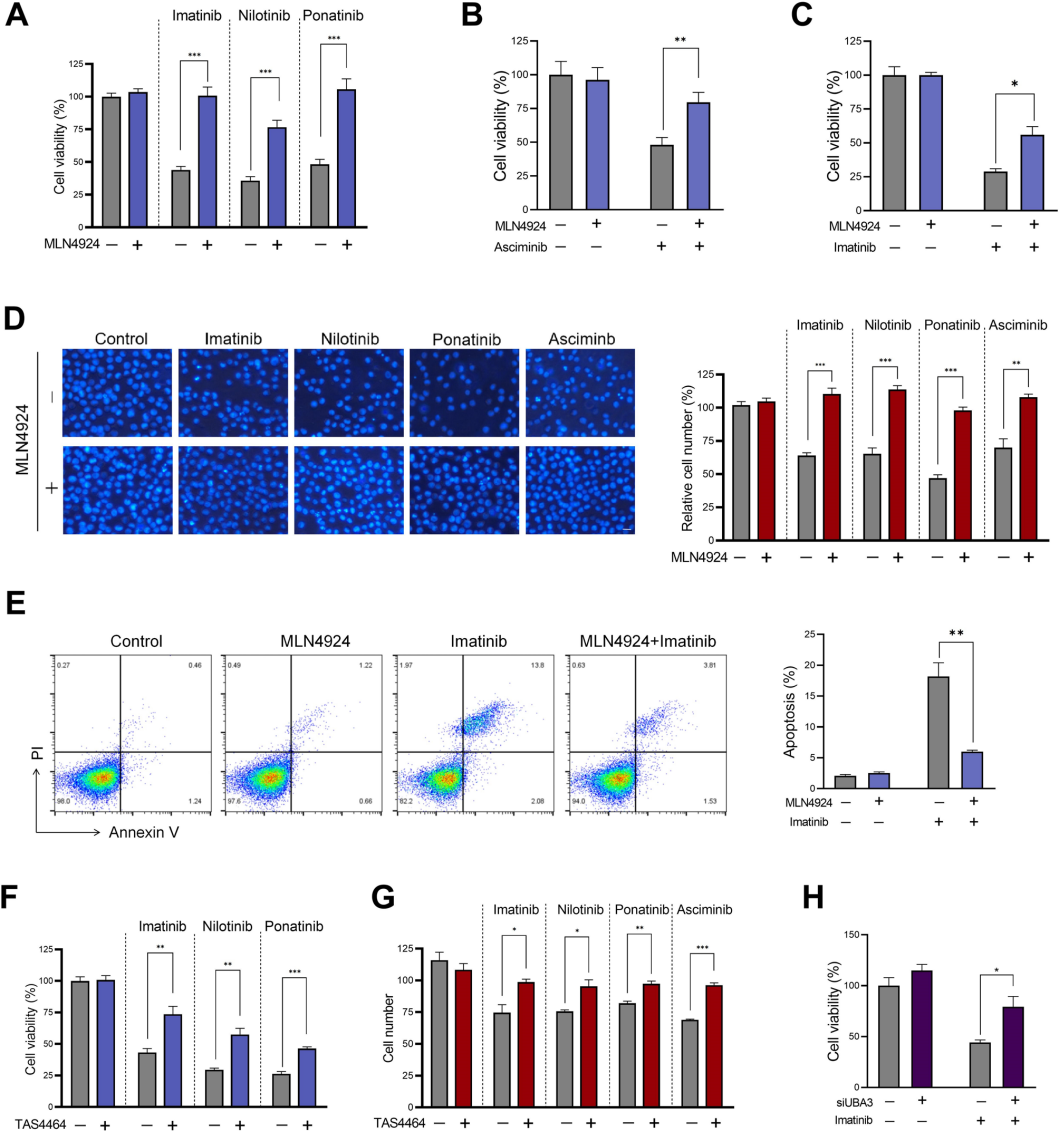
Neddylation inhibitor blunted the therapeutic function of BCR::ABL1-targeting TKIs. (A, B) K562 cells were treated with imatinib (0.5 µM), nilotinib (0.1 µM), ponatinib (2.5 nM) (**A**), or asciminib (50 nM) (**B**) in the presence or absence of MLN4924 (25 µM) for 24 h. Cell viability was evaluated by CCK8. (**C**) KU812 cells were treated with imatinib in the presence or absence of MLN4924 for 24 h. Cell viability was evaluated by CCK8. (**D**) K562 cells were treated with the indicated TKIs in the presence or absence of MLN4924 (25 µM) for 24 h, cell counting was performed following Hoechst staining. (**E**) K562 cells were treated with imatinib (0.5 µM) in the presence or absence of MLN4924 (25 µM) for 24 h. Cell apoptosis was evaluated by Annexin V/PI staining. (**F**) K562 cells were treated with imatinib (0.5 µM), nilotinib (0.1 µM), or ponatinib (2.5 nM) in the presence or absence of TAS4464 (1 µM) for 24 h. Cell viability was evaluated by CCK8. (**G**) K562 cells were treated with the indicated TKIs in the presence or absence of TAS4464 (1 µM) for 24 h, cell counting was performed following Hoechst staining. (**H**) UBA3 was silenced in K562 cells, followed by imatinib (0.5 µM) treatment for 24 h, cell viability was evaluated by CCK8. Unpaired, two-tailed Student’s t-test. *p < 0.05; **p < 0.01; ***p < 0.001.

To further validate the impact of neddylation status on the function of TKI, we introduced VII-31, a novel neddylation activator^20^. In contrast to MLN4924, a notable synergistic cytotoxic effect was observed between VII-31 and imatinib (Fig. 2A), indicating that increasing neddylation can sensitize the function of TKI. On the other hand, in order to examine the impact of neddylation on non-BCR::ABL1-targeting anti-tumor drugs, two chemotherapeutic agents, cisplatin and doxorubicin, were used. Unlike its effect on TKIs, MLN4924 did not attenuate the cytotoxic effects of cisplatin or doxorubicin (Fig. 2B, C). Contrarily, MLN4924 sensitized the function of CDDP, indicating that the drug resistance effect of MLN4924 was specific to BCR::ABL1-targeting TKIs in CML cells.

**Fig. 2:**
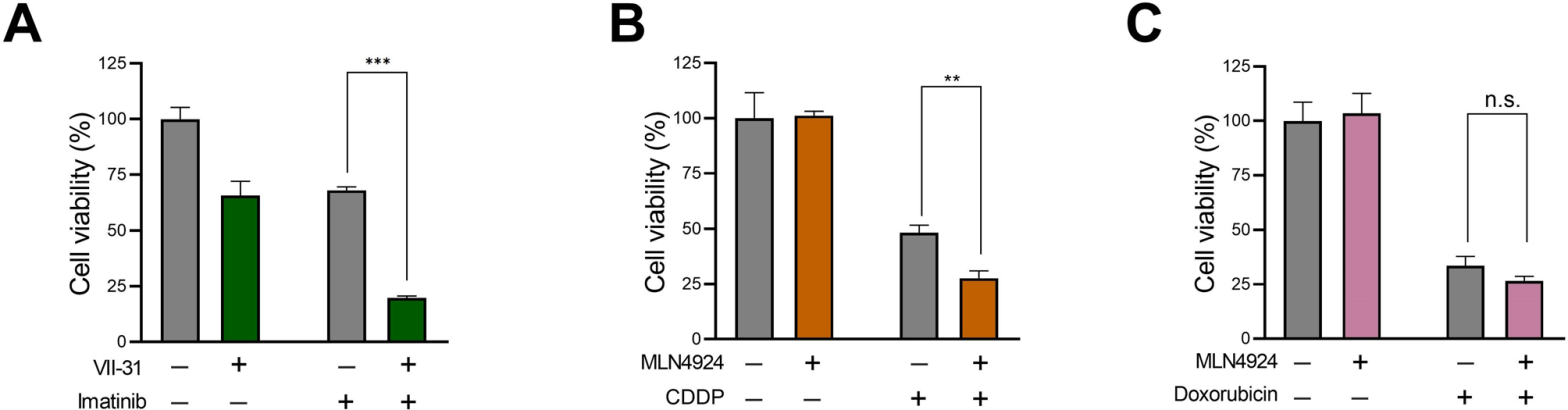
Neddylation activator sensitizes the function of imatinib. (**A**) K562 cells were treated with imatinib (0.1 µM) in the presence or absence of VII-31 (80 nM) for 24 h. Cell viability was evaluated by CCK8. (B, C) K562 cells were treated with 10 µM cisplatin (CDDP) (**B**) or 0.5 µM doxorubicin (**C**) in the presence or absence of MLN4924 (25 µM) for 24 h. Cell viability was evaluated by CCK8. Data are presented as mean ± SEM. Unpaired, two-tailed Student’s t-test. *p < 0.05; **p < 0.01; ***p < 0.001.

## Deneddylation reverses imatinib-induced transcriptomal changes in CML cells

Subsequently, RNA sequencing was conducted to look at the drug’s impact on the transcriptome of K562 cells. 

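K562 is a cell line from a patient with chronic myeloid leukemia that carries the BCR::ABL1 fusion and can take on features of red cell precursors and megakaryocytes. RNA was sequenced from K562 cells kept for 12 h without drug (control), with 25 µM MLN4924, with 0.5 µM imatinib or with imatinib + MLN4924, in 3 libraries per group and 12 libraries in all. MLN4924 blocks the enzyme that activates NEDD8, a ubiquitin-like protein that is attached to cullins and other proteins, and imatinib blocks the ABL1 kinase. The authors trimmed the reads with fastp, aligned them to hg38 with HISAT2 and summed the StringTie estimates of the transcripts that share a gene identifier, and the deposited values are TPM (transcript abundance scaled to the library total). The table gives TPM to 2 decimals for 61541 Ensembl genes and 691 assembled loci, and the values of each library sum to 1000000. TPM does not keep the number of reads, so the depth of each library is unknown and no counting interval is given. Values were read as log2(TPM + 1), and the 15478 Ensembl genes with at least 1 TPM in at least 3 libraries were tested, of which 11735 are protein-coding. Groups were compared with limma (trend) in one fit of all 12 libraries, and a gene passed at an adjusted p under 0.05. Nothing states that the 3 libraries of a group came from separate cultures, so these p-values measure the spread between these libraries. The number of genes at 1 TPM or more was 13998 ± 88.1 (SD, n = 3) in control, 13995 ± 82.5 with MLN4924, 14859 ± 73.1 with imatinib and 14260 ± 20.5 with imatinib + MLN4924 (SD, n = 3 each). The genes of the mitochondrial chromosome held 13.2 ± 0.43% of the TPM in control, 13.4 ± 0.59% with MLN4924, 17.7 ± 0.47% with imatinib and 15.2 ± 0.44% with imatinib + MLN4924 (SD, n = 3 each). The 10 most abundant genes held 19.0 ± 0.85% of the TPM with imatinib and 12.7 ± 0.42% in control (SD, n = 3 each). Between replicates of a group, 0.969% to 1.51% of the 15478 tested genes had identical values, pairs of 0 included, and no library was a copy of another. Of 9 epithelial and fibroblast markers, 2 passed the minimum of 1 TPM (EPCAM and KRT19). In simulated libraries of the same spread, 67, 67 and 66 of 15478 genes were changed by 0.5, 1 and 2 log2 units. The test recovered 55 of 67 genes changed by 1 log2 unit and 20 of 67 changed by 0.5, with 5 false calls among the unchanged genes. Far fewer genes changed there than passed in the real comparisons, so the recovery in these may differ.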

Principal Component Analysis (PCA) showed that imatinib-treated K562 cells were clearly separated from control cells, while this separation was largely by reversed by the simultaneous MLN4924 treatment (Fig. 3A). In addition, the transcriptome of imatinib + MLN4924-treated K562 cells exhibited a stronger correlation with control cells rather than imatinib-treated cells (Fig. 3B), indicating that neddylation inhibition counteracts the impact of imatinib on the transcriptome of CML cells. 

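Imatinib raised the genes of red cell differentiation and lowered those of growth signalling, ribosome assembly and protein folding. All 10 measured genes of hemoglobin and oxygen transport rose with imatinib against control. Of 29 genes of erythroid differentiation 27 rose and none fell (10 and 27 when adjusted over the list alone). SLC4A1 (ENSG00000004939, chromosome 17 from 44248390 to 44268141), the anion exchanger of the red cell membrane, stood at 143 ± 56.3 TPM with imatinib and 1.49 ± 0.578 in control (SD, n = 3 each), a log2 fold change of 5.79 (standard error 0.36, adjusted p = 1.77e-06). ALAS2 (ENSG00000158578, chromosome X from 55009055 to 55030977), the first enzyme of heme synthesis in red cell precursors, stood at 433 ± 130 and 40.8 ± 2.35 TPM (SD, n = 3 each), a log2 fold change of 3.32 (standard error 0.25, adjusted p = 3.56e-06). HBE1 (ENSG00000213931, chromosome 11 from 5268345 to 5505652), the embryonic epsilon globin, rose from 504 ± 21.1 to 2569 ± 268 TPM (SD, n = 3 each). HBZ (ENSG00000130656, chromosome 16 from 142728 to 154503), the embryonic zeta globin, had a log2 fold change of 2.87 (standard error 0.24, adjusted p = 5.98e-06). CA1 (ENSG00000133742, chromosome 8 from 85327608 to 85379014), the red cell carbonic anhydrase, had a log2 fold change of 4.01 (standard error 0.21, adjusted p = 1.02e-06). That of TF (ENSG00000091513, chromosome 3 from 133746040 to 133796641), which carries iron, was 3.55 (standard error 0.29, adjusted p = 5.67e-06). KLF1 (ENSG00000105610, chromosome 19 from 12884422 to 12887201), a transcription factor of red cell precursors, had a log2 fold change of 0.86 (standard error 0.12, adjusted p = 0.000154). GATA1 (ENSG00000102145, chromosome X from 48786540 to 48794311), another such factor, had a log2 fold change of -0.04 (standard error 0.08, adjusted p = 0.709). Of the list, it and CA2 did not pass. Reads of HBA1 and HBA2, and of HBG1 and HBG2, cannot be parted well because the copies of each pair are nearly identical. Of 14 genes of heme synthesis 11 rose and ALAS1 fell (11 and 1 when adjusted over the list alone). FECH (ENSG00000066926, chromosome 18 from 57544377 to 57586732), which inserts the iron, had a log2 fold change of 1.41 (standard error 0.12, adjusted p = 7.08e-06). The mitochondrial share of TPM was highest with imatinib, and 11 of 12 mitochondrially encoded genes rose beside these genes, with a median log2 fold change of 0.43 (11 when adjusted over the list alone).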

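Most targets of STAT5 and of ERK signalling, which lie downstream of BCR::ABL1, fell with imatinib. Of 12 STAT5 targets 11 fell and CCND3 rose. Of 12 ERK feedback targets 11 fell and none rose, with the same counts when adjusted over the list alone. CISH (ENSG00000114737, chromosome 3 from 50606489 to 50611774), a feedback inhibitor induced by STAT5, stood at 10.2 ± 3.77 TPM with imatinib and 93.3 ± 4.01 in control (SD, n = 3 each), a log2 fold change of -3.13 (standard error 0.28, adjusted p = 8.91e-06). The log2 fold change was -2.07 (standard error 0.16, adjusted p = 4e-06) for SOCS2 (ENSG00000120833, chromosome 12 from 93569814 to 93583487), of the same family. It was -1.17 (standard error 0.13, adjusted p = 2.45e-05) for PIM1 (ENSG00000137193, chromosome 6 from 37170152 to 37175428), a kinase that promotes survival. MYC (ENSG00000136997, chromosome 8 from 127735434 to 127742951), the transcription factor of growth, stood at 98.0 ± 30.6 and 302 ± 9.30 TPM (SD, n = 3 each), a log2 fold change of -1.65 (standard error 0.17, adjusted p = 1.75e-05). EGR1 (ENSG00000120738, chromosome 5 from 138465479 to 138469303), an early gene of ERK signalling, fell from 31.7 ± 10.3 to 2.96 ± 1.33 TPM (SD, n = 3 each). SPRY4 (ENSG00000187678, chromosome 5 from 142310427 to 142326455), a feedback inhibitor of the same pathway, had a log2 fold change of -2.54 (standard error 0.32, adjusted p = 6.02e-05). The transcriptional regulators ID1 (ENSG00000125968, chromosome 20 from 31605283 to 31606515) and HES1 (ENSG00000114315, chromosome 3 from 194136148 to 194138732) had log2 fold changes of -3.79 (standard error 0.30, adjusted p = 4.92e-06) and -2.87 (standard error 0.24, adjusted p = 6.38e-06). All 25 genes of ribosome biogenesis fell, among them NCL (ENSG00000115053, chromosome 2 from 231453531 to 231483641), the nucleolar protein nucleolin, with a log2 fold change of -1.54 (standard error 0.16, adjusted p = 1.81e-05). NPM1 (ENSG00000181163, chromosome 5 from 171387116 to 171411810), nucleophosmin, fell from 2328 ± 89.8 to 1213 ± 86.2 TPM (SD, n = 3 each). All 21 protein folding chaperones fell, among them HSPA8 (ENSG00000109971, chromosome 11 from 123057489 to 123063230), an abundant cytosolic chaperone, from 2397 ± 89.4 to 898 ± 358 TPM (SD, n = 3 each). So did 17 of 18 genes of mitochondrial translation and 19 of 23 of RNA splicing, of which HNRNPA1 alone rose. BCL2L11 (ENSG00000153094, chromosome 2 from 111119378 to 111168444), which encodes the cell death protein BIM, had a log2 fold change of 1.22 (standard error 0.14, adjusted p = 3.87e-05). That of ABL1 (ENSG00000097007, chromosome 9 from 130713043 to 130887675), the target of the drug, was -0.07 (standard error 0.07, adjusted p = 0.412). Of 22 lysosomal genes 15 rose and GLA fell. Of 16 replication-dependent histones 10 rose and H2BC12 fell (11 and 1 when adjusted over the list alone), although their transcripts mostly lack the poly(A) tail. Of 27 genes of DNA replication 8 fell and CDT1 rose. Of 30 genes of mitosis 15 rose while CDC20 and CCNB1 fell.

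**Figure D1:**
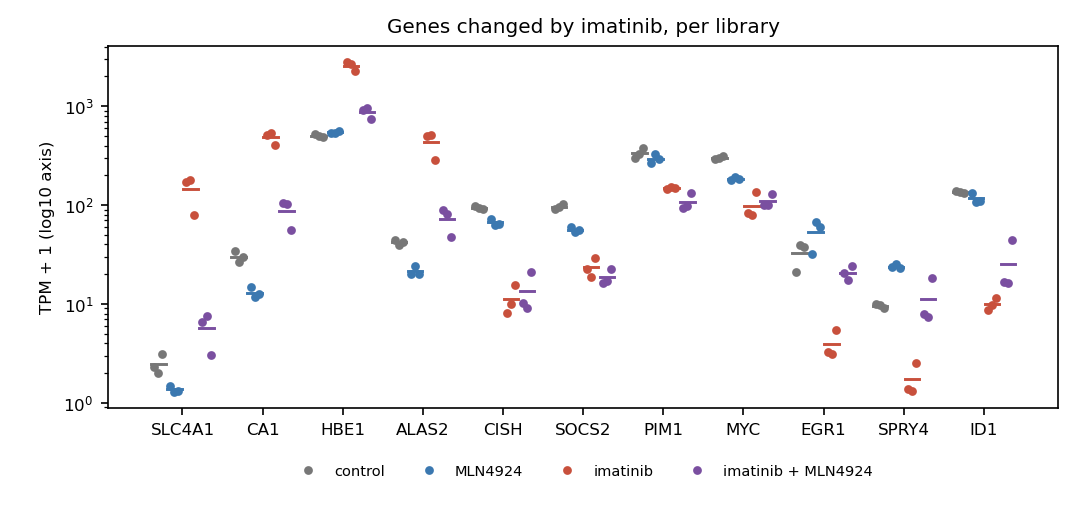
TPM per library of genes that rose or fell with imatinib, on a log scale, in control, MLN4924, imatinib and imatinib + MLN4924 (points, libraries; lines, means of n = 3). SLC4A1 stands at 143 TPM with imatinib and 4.71 with imatinib + MLN4924, and CISH at 10.2 and 12.4.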

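In all, 4073 genes rose and 4260 fell with imatinib against control, 8333 of the 15478 tested, and 2013 of them changed at least 2-fold. Of the 10439 genes with a mean TPM of at least 5, a limit chosen after the data were seen, 2602 rose and 3853 fell. The 3 imatinib libraries lay wholly above or below the 3 control libraries for 60.75% of the genes, where chance gives 10%. By camera with a preset correlation of 0.01, the globin genes (adjusted p = 6.93e-07), the erythroid genes (1.06e-13) and the genes of heme synthesis (1.39e-05) were higher than other genes. The STAT5 targets (adjusted p = 4.7e-06), the ERK feedback targets (1.38e-05), ribosome biogenesis (1.45e-12) and the chaperones (1.49e-09) were lower than other genes. Each of these 7 lists has an adjusted p = 0.295 with an estimated correlation, and none of the 33 lists passes with it. On PC1, which held 47.11% of the variance, the imatinib libraries lay at 61.5 ± 14.5 and the control libraries at -22.7 ± 1.33 (SD, n = 3 each). The libraries with imatinib + MLN4924 lay between them at -1.65 ± 10.2 (SD, n = 3). The imatinib libraries were led on PC1 by SLC4A1, ESPN and CA1, and on the other side by SLC2A3 and ID1. On PC2, with 13.79% of the variance, control lay at 31.4 ± 0.48 and imatinib + MLN4924 at -23.7 ± 1.97 (SD, n = 3 each), with GCKR, HPD and OSGIN1 on the side of MLN4924. The distance from the control centroid was 89.94 for imatinib and 59.98 for imatinib + MLN4924, a ratio of 0.667 (jackknife standard error 0.0614), which was 0.358 on linear TPM. Spread within groups adds to both distances and draws the ratio toward 1, which was not corrected. Along the line from control to imatinib, imatinib + MLN4924 lay at 38.8 ± 9.56% of the way and MLN4924 alone at 4.35 ± 0.56% (SD, n = 3 each). The same control libraries set the line and each position, so their noise alone moves positions toward imatinib. The value of MLN4924 alone is therefore not read as a shift toward imatinib. On PC1 it lay at -37.1, on the far side of control, and its centroid was 100.64 from that of imatinib. Replicate 3 lay nearest to control on PC1 among the imatinib libraries, at 44.8, and among those with imatinib + MLN4924, at -13.5.

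**Figure D2:**
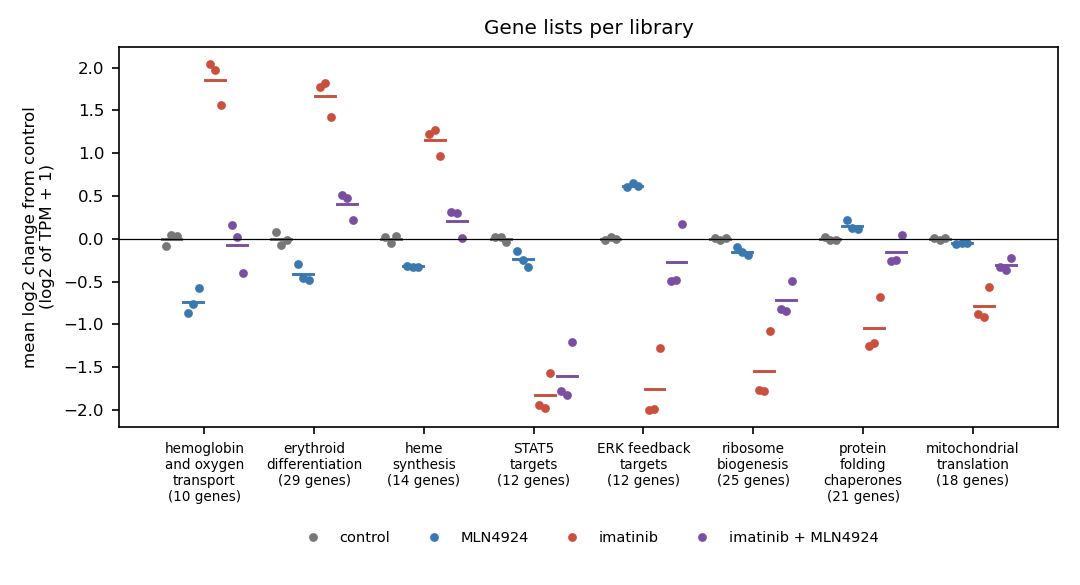
Mean log2 change from the control mean over the measured genes of each list, per library, in control, MLN4924, imatinib and imatinib + MLN4924 (points, libraries; lines, means of n = 3). The erythroid list has a mean of 1.67 with imatinib, and the ribosome biogenesis list one of -1.54.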

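In K562 cells with imatinib + MLN4924, most STAT5 targets and genes of ribosome biogenesis were lower than in control cells, while most globin genes and ERK feedback targets did not pass the threshold. Against control, 2 globin genes were still higher (HBG2 and HBE1) and HBQ1 was lower, and 14 of 29 erythroid genes were higher and 2 lower (ANK1 and GATA1). Of 12 ERK feedback targets CCND1 was lower and 11 did not pass (none was lower when adjusted over the list alone). Their mean log2 change from control was -0.495 and -0.484 in replicates 1 and 2 and 0.177 in replicate 3. Against control 21 of 25 genes of ribosome biogenesis and 10 of 12 STAT5 targets were lower (25 and 10 when adjusted over the list alone). This comparison includes the effect of MLN4924 itself. With MLN4924 alone the mean change of replicates 1 to 3 was 0.60, 0.66 and 0.61 for the ERK feedback targets. For the globin list it was -0.86, -0.77 and -0.58. Against MLN4924, the mean log2 fold change with imatinib + MLN4924 was -0.89 for the ERK feedback targets and 0.66 for the globin list. It was -0.57 for ribosome biogenesis and -1.37 for the STAT5 targets. Across the 15478 genes on log2(TPM + 1), Pearson's r of the libraries with imatinib + MLN4924 was 0.961 ± 0.0034 with control and 0.945 ± 0.0115 with imatinib (SD over 9 library pairs each), a difference of 0.0158 (jackknife standard error 0.009). All 3 libraries with imatinib + MLN4924 had a higher mean r with control than with imatinib, at 0.959 and 0.949 for replicate 1, 0.959 and 0.949 for replicate 2 and 0.965 and 0.937 for replicate 3. The highest mean r was that with MLN4924, 0.968 ± 0.005 (SD over 9 pairs). Within groups r was 0.978 in control, 0.980 with MLN4924, 0.974 with imatinib and 0.977 with imatinib + MLN4924 (means of 3 pairs), and control and imatinib had an r of 0.929. These correlations run across genes, which are not independent replicates. Exchanging the labels of the control and imatinib libraries in every way gave an exact permutation p = 0.1 (two-sided), the smallest that 3 against 3 libraries allow. Without replicate 3 of imatinib + MLN4924, the difference was 0.0096 (exact permutation p = 0.4).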

Gene Ontology (GO) analysis showed that the differentially-expressed genes (DEGs) between imatinib group and imatinib + MLN4924 group were highly enriched in pathways related to the differentiation and function of myeloid cells (Fig. 3C).

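With MLN4924 added to imatinib, the genes of red cell differentiation fell and those of the NRF2 oxidative stress response rose. All 10 globin-list genes, 24 of 29 erythroid genes and 11 of 14 genes of heme synthesis were lower with imatinib + MLN4924 than with imatinib (10, 26 and 12 when adjusted over the list alone). CA2, TRIM58 and ALAS1 were higher. SLC4A1 stood at 4.71 ± 2.38 TPM with imatinib + MLN4924 (SD, n = 3), a log2 fold change of -4.67 (standard error 0.36, adjusted p = 7.94e-06) against imatinib. AHSP (ENSG00000169877, chromosome 16 from 31527900 to 31528803), the chaperone of alpha globin, fell from 67.5 ± 17.3 to 4.87 ± 2.40 TPM (SD, n = 3 each). HBZ had a log2 fold change of -2.75 (standard error 0.24, adjusted p = 1.56e-05). FECH, with a log2 fold change of -0.29 (standard error 0.12, adjusted p = 0.0758), did not pass, but did without replicate 3 of imatinib (-0.40, adjusted p = 0.0146). Of 21 measured NRF2 targets 20 rose and FTH1 did not pass (21 rose when adjusted over the list alone), while HMOX1 is listed at 0 in all libraries. OSGIN1 (ENSG00000140961, chromosome 16 from 83931311 to 83966332), a growth inhibitor induced by oxidative stress, rose from 2.06 ± 0.627 to 104 ± 13.4 TPM (SD, n = 3 each), a log2 fold change of 5.12 (standard error 0.15, adjusted p = 1.63e-08). NQO1 (ENSG00000181019, chromosome 16 from 69706996 to 69726668), a quinone reductase, rose from 89.0 ± 8.92 to 442 ± 34.9 TPM (SD, n = 3 each), a log2 fold change of 2.30 (standard error 0.09, adjusted p = 8.88e-08). The log2 fold change was 2.22 (standard error 0.09, adjusted p = 1.43e-07) for GCLM (ENSG00000023909, chromosome 1 from 93885199 to 93909456), a subunit of the first enzyme of glutathione synthesis. It was 2.67 (standard error 0.12, adjusted p = 2.14e-07) for TXNRD1 (ENSG00000198431, chromosome 12 from 104215779 to 104350307), thioredoxin reductase, and 2.75 (standard error 0.15, adjusted p = 1.11e-06) for ABCC3 (ENSG00000108846, chromosome 17 from 50634777 to 50692253), an export pump. GCKR (ENSG00000084734, chromosome 2 from 27496839 to 27523684), the regulator of glucokinase, rose from 0.730 ± 0.453 to 43.8 ± 14.1 TPM (SD, n = 3 each).

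**Figure D3:**
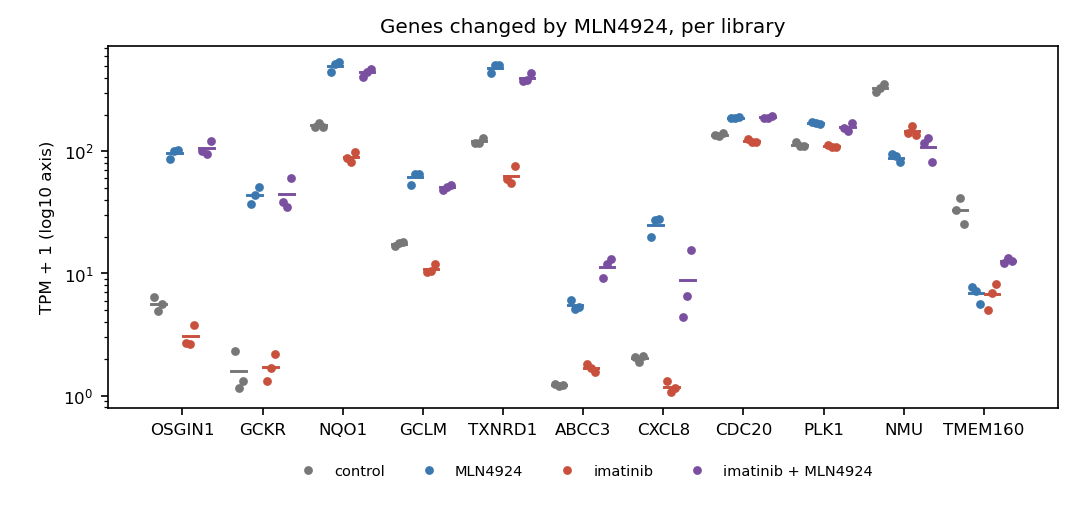
TPM per library of 11 genes, most of them NRF2 targets or other genes that changed with MLN4924, on a log scale (points, libraries; lines, means of n = 3). OSGIN1 stands at 104 TPM with imatinib + MLN4924, 95.3 with MLN4924 and 2.06 with imatinib.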

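The genes of growth also rose with imatinib + MLN4924 against imatinib, apart from most STAT5 targets. Of 12 ERK feedback targets 11 rose, of 25 genes of ribosome biogenesis 22, of 23 of RNA splicing 18, and all 21 chaperones (11, 25, 18 and 21 when adjusted over the list alone), and none fell. EGR1 and SPRY4 had log2 fold changes of 2.43 (standard error 0.32, adjusted p = 0.000208) and 2.62 (standard error 0.32, adjusted p = 0.000121). NCL had one of 0.90 (standard error 0.16, adjusted p = 0.00106) and HSPA8 one of 1.28 (standard error 0.21, adjusted p = 0.000764). Of 12 STAT5 targets PIM2, ID1, MCL1 and SOCS3 rose and PIM1 fell, and CISH had a log2 fold change of 0.21 (standard error 0.28, adjusted p = 0.574). VIM (ENSG00000026025, chromosome 10 from 17228241 to 17237593), the intermediate filament protein vimentin, had a log2 fold change of 1.27 (standard error 0.09, adjusted p = 3.38e-06). Of 24 genes of actin and cell migration 14 rose while CORO1B and EVL fell. CDC20 (ENSG00000117399, chromosome 1 from 43358981 to 43363203), an activator of the anaphase-promoting complex, had a log2 fold change of 0.66 (standard error 0.05, adjusted p = 5.58e-06). Of 30 genes of mitosis 19, and of 17 regulators of ubiquitin ligase activity 11, were higher and none lower (22 higher, and 12 higher and MDM4 lower, when adjusted over the list alone). Of 16 replication-dependent histones 14 fell and none rose, among them H2BC21 (ENSG00000184678, chromosome 1 from 149884459 to 149886682), from 26.9 ± 5.92 to 8.52 ± 0.102 TPM (SD, n = 3 each). The 31 measured small nuclear RNAs, which also lack a poly(A) tail, had a median log2 fold change of -0.78, with 9 lower and 2 higher. The mitochondrial share of TPM was lower than with imatinib alone, and 6 of 12 mitochondrially encoded genes fell. Of 21 granulocyte and monocyte genes 5 reached the minimum, and of 20 megakaryocyte genes 11 did. Of these 5, CD33 rose. Of the 11 megakaryocyte genes GP6, MYL9, THBS1 and RUNX1 rose while ITGA2B, TUBB1 and GP1BB fell, with a median of 0.16 and a camera test in the other direction (adjusted p = 0.906).

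**Figure D4:**
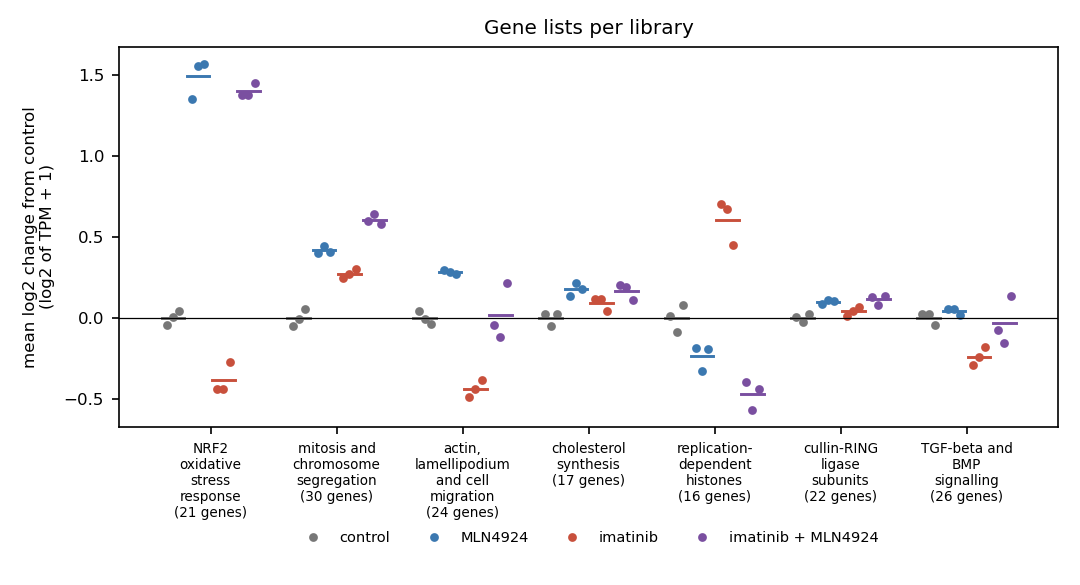
Mean log2 change from the control mean over the measured genes of each list, per library, for 7 lists in the 4 groups (points, libraries; lines, means of n = 3). The mean difference between imatinib + MLN4924 and imatinib is 1.79 for the NRF2 list, 0.33 for the mitosis list and -1.08 for the histones.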

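Among the 1053 genes that differed at least 2-fold between imatinib and imatinib + MLN4924, 357 were higher and 696 lower with MLN4924. By Fisher's exact test (one-sided) against all genes tested, 17 of 21 NRF2 targets lay among them where chance gives 1.43 (adjusted p = 1.93e-15). So did 17 of 29 erythroid genes where it gives 1.97 (4.97e-12), 9 of 10 globin genes where it gives 0.68 (3.12e-09) and 11 of 16 histones where it gives 1.09 (3.61e-09). The erythroid and globin genes and the histones were all in the lower set, and the NRF2 targets all in the higher set. The ERK feedback targets (9 of 12), the chaperones (8 of 21), ribosome biogenesis (8 of 25) and heme synthesis (5 of 14) passed too, and the granulocyte, monocyte and megakaryocyte lists did not. Of 1079 GO terms with the annotation in the deposited table, which counts only direct annotations, 4 passed among these genes. They were hydrogen peroxide catabolic process with 9 of 15 genes (adjusted p = 6.51e-05), cellular oxidant detoxification with 8 of 13 (0.000141), nucleosome assembly with 15 of 68 (0.007) and cellular response to heat with 7 of 19 (0.0294). The list of hydrogen peroxide catabolism written beforehand, which has no globins, had 1 of 8 genes in the 2-fold set (0.54 expected, adjusted p = 0.837), and all 8 with no fold limit (3.44 expected, adjusted p = 0.00386). Of the 10 terms drawn in Fig. 3C, 8 were found in that annotation. Adjusted over those 8, hydrogen peroxide catabolic process (4.83e-07), oxygen transport with 4 of 4 genes (6.66e-05), hemoglobin metabolic process with 3 of 5 (0.00632) and erythrocyte differentiation with 5 of 21 (0.0182) passed. Erythrocyte homeostasis held 1 of 6 genes (0.524), and myeloid cell differentiation 0 of 9 where chance gives 0.58, myeloid cell homeostasis 0 of 2 where it gives 0.13 and the pathway of receptor serine/threonine kinases 0 of 1. At an adjusted p under 0.05 with no fold limit, 3492 genes were higher and 3166 lower, and only hydrogen peroxide catabolic process passed among the 8 terms (5.57e-05). Every library of one group lay beyond every library of the other for 51.67% of the genes, where chance gives 10%. By camera the NRF2 targets (adjusted p = 5.28e-20) were higher and the erythroid genes (2.94e-13) and histones (4.26e-09) lower than other genes. With an estimated correlation, adjusted p = 0.097 for the NRF2 targets and histones and 0.191 for the erythroid genes.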

**Fig. 3:**
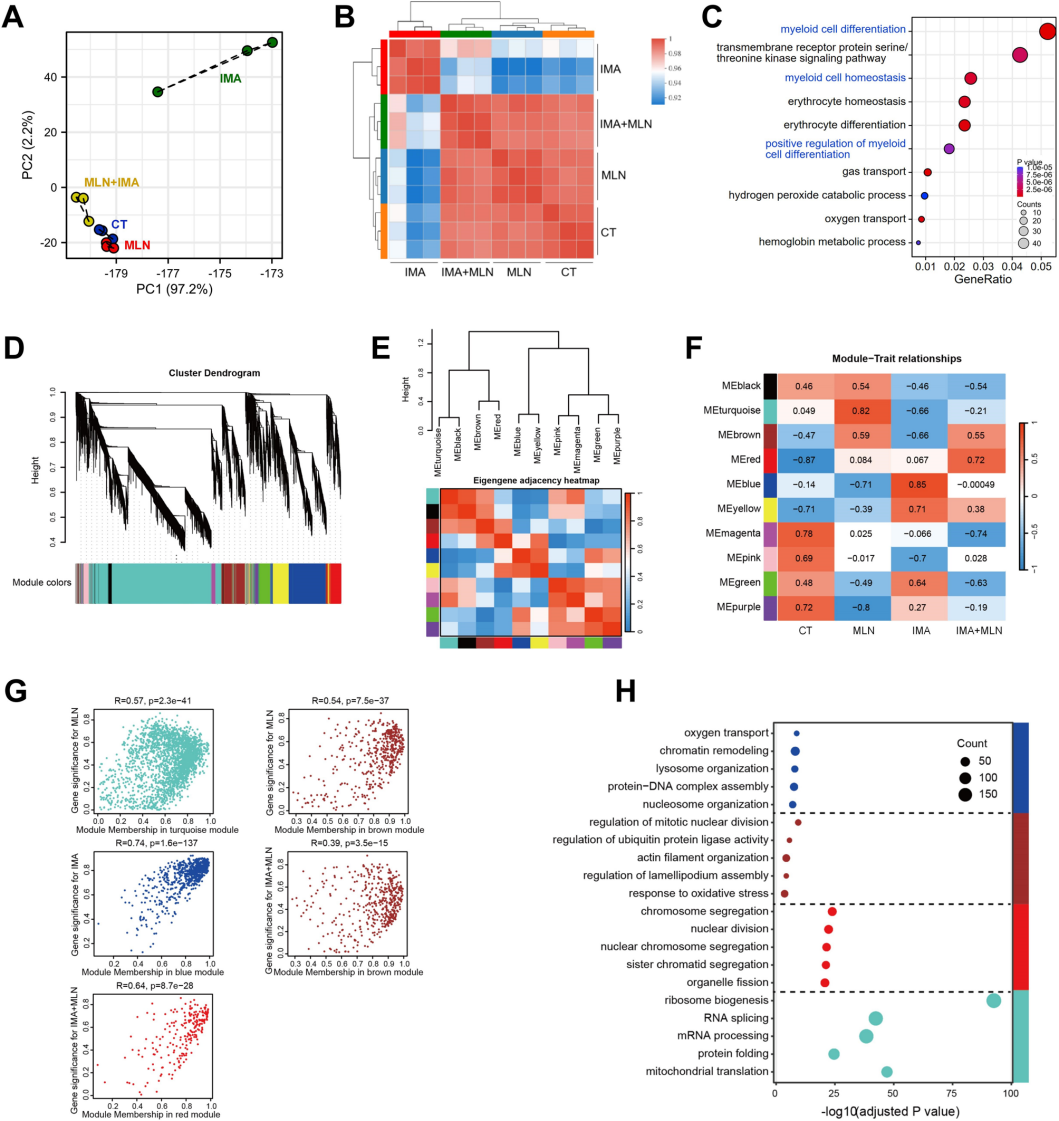
RNA sequencing analysis of the transcriptomal features in CML cells. (A, B) K562 cells were treated with imatinib (0.5 µM) in the presence or absence of MLN4924 (25 µM) for 12 h, RNA sequencing was performed. PCA analysis (**A**) and sample correlation analysis (**B**) were performed. (**C**) GO analysis of the DEGs between imatinib group and imatinib + MLN4924 group. (D-H) Construction of WGCNA network of all RNA sequencing samples: (**D**) Dendrogram of gene topological matrix branch. (**E**) Dendrogram and correlation heatmap of 10 eigengenes in each module. (**F**) Heatmap of correlations between gene modules and each group of RNA-seq samples. The Pearson correlation coefficient (R) between different gene modules and clinical traits were shown in the heatmap. (**G**) Scatter plot of gene significance for selected groups with module membership (MM) in the most significantly positively correlated module. The brown module showed significant positive correlations with both MLN and IMA + MLN groups. (**H**) GO enrichment analysis of genes in blue, red, turquoise, and brown modules.

We further conducted Weighted Gene Co-Expression Network Analysis (WGCNA) on the top 5,000 genes that showed the most significant expression differences across all RNA-seq samples. We first determined the soft threshold β = 12 to construct the co-expression network (Supplementary Figure S1A-C). 

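The 5000 genes with the smallest p of a limma F-test across the 4 groups were built into a signed co-expression network with a soft threshold of 12, which gave 6 modules of 69 to 2107 genes. Module 1 (2107 genes) held the growth genes, with 24 of 25 genes of ribosome biogenesis (NCL and NPM1 among them) where chance gives 3.4 (Fisher's exact test, adjusted p = 1.05e-18). It also held 20 of 21 chaperones (1.33e-15), all 12 ERK feedback targets (4.34e-10) and 9 of 12 STAT5 targets (1.55e-05). Module 2 (1863 genes) held the red cell genes, with 25 of 29 erythroid genes where chance gives 3.49 (adjusted p = 4.3e-18), all 10 globin-list genes (1.03e-08), 11 of 14 genes of heme synthesis (2.12e-07) and 6 of 12 mitochondrially encoded genes (0.012). Module 3 (492 genes) held NQO1, GCLM and TXNRD1, module 4 (225 genes) held KIF20A, TOP2A and CENPE of mitosis, module 5 (84 genes) held SOCS2 and CCND2, and module 6 (69 genes) held ATP6AP1 of the lysosome. Against the 5000 network genes alone, chosen for differing between groups, chance gives 10.11 genes of ribosome biogenesis in module 1 (adjusted p = 3.01e-08) and 10.06 erythroid genes in module 2 (8.31e-08). On that background the adjusted p was 4.88e-07 for the chaperones, 0.000339 for the ERK feedback targets, 0.0487 for the STAT5 targets, 0.000838 for the globin list, 0.00706 for heme synthesis and 0.022 for the mitochondrially encoded genes. There were 8 branches before those with eigengenes correlated above 0.75 were merged, and 160 genes fell in no module. The network was rebuilt in Python, with average linkage on the topological overlap and a height chosen to give the most branches of at least 50 genes.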

After selecting the soft threshold, we identified 10 gene modules, each containing 50 to 2000 genes with significant correlations within all RNA-seq samples (Fig. 3D). 

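An eigengene is the first principal component of a module's genes, and its similarity to another was taken as Pearson's r over the 12 libraries. The module of growth genes and the module of red cell genes mirrored each other, with an r of -0.974. Module 3, which holds the NRF2 targets, had an r of 0.632 with the growth genes, -0.768 with the red cell genes and -0.956 with module 6. Module 4, which holds the mitotic genes, had an r of 0.232 with module 3 and -0.993 with module 5, whose genes were high in control. The highest r between 2 modules was 0.632, and the other positive values ran from 0.232 to 0.597. Branches with an r above 0.75 had been merged, so no value above that could remain. The libraries form 4 groups, so each r rests mainly on the 4 group means and no p is given.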

Next, Pearson correlation coefficients were calculated to assess the similarity between gene modules. It was found that the differentiation between gene modules was good, indicating the correctness of gene modules (Fig. 3E).Then we found that the turquoise, blue, and red modules showed the most significant positive correlations with MLN, IMA, and IMA + MLN group, respectively, while the brown module showed significant positive correlations with both MLN and IMA + MLN (Fig. 3F), indicating that the genes in brown module may be involved in causing IMA resistance after adding MLN. 

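The eigengene of the red cell genes (module 2) was high with imatinib, at 0.471 ± 0.074, against -0.157 ± 0.009 in control, -0.285 ± 0.019 with MLN4924 and -0.028 ± 0.043 with imatinib + MLN4924 (SD, n = 3 each). Its mean with imatinib exceeded that of the other libraries by 0.627 (exact permutation p = 0.0045, the smallest that 220 splits into 3 and 9 libraries allow, adjusted p = 0.0193). The eigengene of the growth genes (module 1) was low with imatinib, by -0.596 (the same p and adjusted p). The eigengene of module 3, with the NRF2 targets, was 0.337 ± 0.022 with MLN4924 and 0.209 ± 0.081 with imatinib + MLN4924, against -0.171 ± 0.019 in control and -0.375 ± 0.051 with imatinib (SD, n = 3 each). It was higher in the 6 libraries with MLN4924 than in the 6 without it by 0.546 (exact permutation p = 0.0022, the smallest that 924 splits allow, adjusted p = 0.0193). Taken alone, the MLN4924 group exceeded the rest by 0.449 (exact permutation p = 0.0091, adjusted p = 0.0341), and imatinib + MLN4924 by 0.2785 (0.186 and 0.266). The eigengene of module 4, with the mitotic genes, was highest with imatinib + MLN4924, at 0.305 ± 0.037 (SD, n = 3), 0.407 above the rest (exact permutation p = 0.0364, adjusted p = 0.0993), and lowest in control, by -0.613 (adjusted p = 0.0193). Module 5 was high in control, by 0.628, and module 6 low in the libraries with MLN4924, by -0.573 (adjusted p = 0.0193 each). The p-values were adjusted over modules and groupings, and the genes were picked for differing between these groups, so the tests rank the modules rather than show that groups differ. With a soft threshold of 5 the MLN4924 group no longer passed for its highest module (adjusted p = 0.127), while imatinib + MLN4924 did (0.0273).

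**Figure D5:**
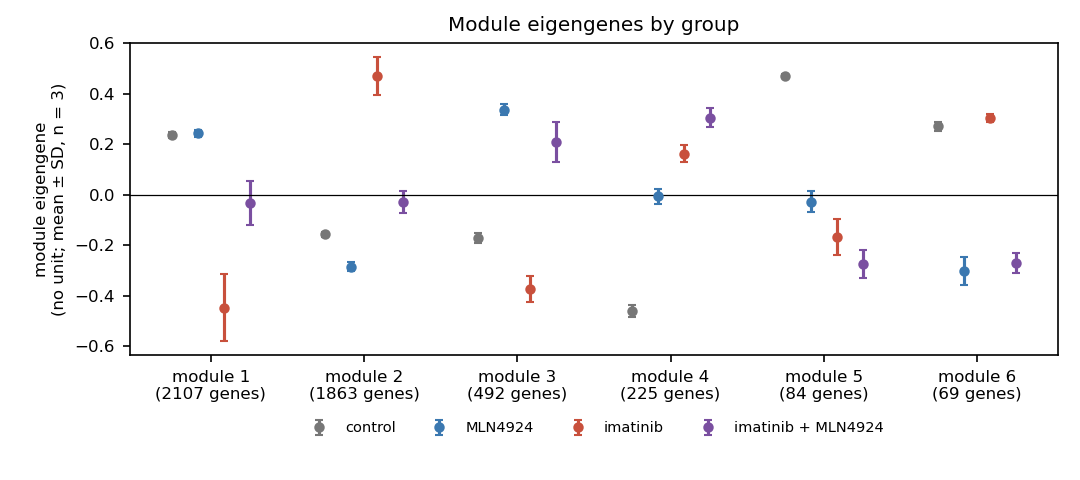
Module eigengenes in control, MLN4924, imatinib and imatinib + MLN4924. Points show means of n = 3 libraries and bars show the SD. Module 2 lies at 0.471 with imatinib and -0.028 with imatinib + MLN4924, and module 3 at 0.337 with MLN4924 and 0.209 with imatinib + MLN4924.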

The feature genes in all these modules (turquoise, blue, red, and brown) showed a significant positive correlation between gene significance in each group and module membership of each gene, suggesting that the WGCNA analysis identified important gene sets significantly associated with these groups, providing potential candidates for further investigation (Fig. 3G). 

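Gene significance was taken as the absolute correlation of a gene with membership of a group, and module membership as its absolute correlation with the eigengene. Across the 1863 red cell genes of module 2, gene significance for imatinib and module membership had a Pearson r of 0.772 (Spearman 0.69, jackknife standard error 0.0579), and across the 2107 growth genes of module 1, 0.716 (Spearman 0.421). For the 492 genes of module 3, with the NRF2 targets, r was 0.359 for MLN4924 (Spearman 0.215, jackknife standard error 0.0629) and -0.226 for imatinib + MLN4924 (Spearman -0.113, jackknife standard error 0.0687). Module 3 also had an r of 0.631 for imatinib, in which its eigengene was lowest. For the 225 genes of module 4, with the mitotic genes, r was 0.0744 for imatinib + MLN4924 (Spearman 0.114, jackknife standard error 0.121) and 0.472 for control (Spearman 0.482). These values run across genes that were grouped by their correlation, and genes are not independent replicates, so no p is given.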

GO enrichment analysis revealed that genes of the brown module were enriched in functions such as regulation of ubiquitin protein ligase activity, cell migration, and oxidative stress related terms. 

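Module 3, whose eigengene was high in both groups with MLN4924, held 18 of the 21 measured NRF2 targets of the oxidative stress response where chance gives 0.67 (Fisher's exact test, one-sided, adjusted p = 3.25e-23). Among them were GSR and SRXN1, which reduce oxidized thiols, AKR1C1 to AKR1C3, which reduce carbonyls, and PGD, TALDO1 and TKT of the pentose phosphate pathway, which supplies NADPH. It held 6 of 24 genes of actin and cell migration (ACTG1, ARPC5, ARPC2, RHOB, ACTB and CTTN) where chance gives 0.76 (adjusted p = 0.000909). Of 22 cullin-RING ligase subunits it held 5 (SKP1, CUL3, CCNF, KEAP1 and FBXW11) where chance gives 0.70 (adjusted p = 0.00441), and CUL3 and KEAP1 form the ligase that marks NRF2 for degradation. Of 17 regulators of ubiquitin ligase activity it held CDC20, PLK1 and BUB1B, where chance gives 0.54 (adjusted p = 0.0857). These 3 are also among the 11 of 30 genes of mitosis it held, where chance gives 0.95 (adjusted p = 1.56e-08). With direct GO annotations 7 terms passed, among them ephrin receptor signaling pathway with 7 of 29 genes (adjusted p = 0.0188), cytokine-mediated signaling pathway with 9 of 55 (0.032) and pentose-phosphate shunt with 4 of 10 (0.0422), and no term of ubiquitin ligases or migration by name. The background was all genes tested. Against the 5000 network genes alone the cullin-RING ligase subunits did not pass (1.38 by chance, adjusted p = 0.0563), and the NRF2 targets (1.86e-14), mitosis (0.000242), actin and cell migration (0.00909) and the regulators of ubiquitin ligase activity (0.029) did.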

Meanwhile, genes in the red module were enriched in cell cycle-related terms (Fig. 3H). Therefore, deneddylation counteracts the transcriptional changes in imatinib-challenged CML cells.

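Module 4, whose eigengene was lowest in control and highest with imatinib + MLN4924, held 15 of 30 genes of mitosis and chromosome segregation where chance gives 0.44 (Fisher's exact test, one-sided, adjusted p = 7.22e-19), or 1.17 against the 5000 network genes alone (6.52e-13). Among them were the kinesins KIF20A, KIF23 and CENPE, the kinetochore genes NDC80, NUF2 and CENPF, the checkpoint kinases BUB1 and TTK, and CCNB2, PTTG1, ESPL1 and TOP2A. CDC20, PLK1, AURKA and CDK1 lay in module 3, which was also high with MLN4924 alone. Against control, 27 of the 30 mitotic genes were higher with imatinib + MLN4924 and none was lower (27 when adjusted over the list alone), with a median log2 fold change of 0.58, and the list passed by camera (adjusted p = 1.1e-21, and adjusted p = 0.0144 with an estimated correlation). In that comparison 3 of 27 genes of DNA replication were higher (CCNE1, CCNE2 and TYMS) and 3 lower (MCM2, MCM6 and GINS2). With direct GO annotations 9 terms passed for module 4, all of the cell cycle or of microtubules, led by cell division with 22 of 266 genes where chance gives 4.26 (adjusted p = 2.43e-07), mitotic cytokinesis with 8 of 37 (5.14e-05) and chromosome segregation with 9 of 56 (8e-05). G2/M transition of mitotic cell cycle held 7 of 79 genes (adjusted p = 0.0315).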

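Most gene programmes moved less with imatinib when MLN4924 was present. Over the 8333 genes that changed with imatinib, the log2 fold changes of imatinib + MLN4924 against MLN4924 had a slope of 0.366 on those of imatinib against control (jackknife standard error 0.0692, 0.324 to 0.426 with each library left out). These comparisons share no library, and noise alone would lower the slope to 0.945 where the effects are equal, in simulated data. Over all genes tested the slope was 0.344. By list, over all measured members, it was 0.695 for the STAT5 targets (0.641 to 0.793 with each library left out), 0.459 for the erythroid genes and 0.424 for the ERK feedback targets. It was 0.372 for ribosome biogenesis, 0.279 for the chaperones and -0.158 for the histones. Against random lists matched on imatinib effect and mean TPM, the histones alone of 29 lists differed past the threshold (adjusted p = 0.0058, and 0.0551 for the STAT5 targets), with genes taken as independent and the test added after the slopes were seen. CISH stood at 12.4 ± 6.44 TPM with imatinib + MLN4924 (SD, n = 3), a log2 fold change of -2.91 (standard error 0.28, adjusted p = 4.58e-05) from control. SOCS2, PIM1 and MYC had log2 fold changes from control of -2.39 (standard error 0.16, adjusted p = 3.43e-06), -1.65 (standard error 0.13, adjusted p = 9.35e-06) and -1.48 (standard error 0.17, adjusted p = 0.000149). Against MLN4924 alone, 11 of 12 STAT5 targets were lower with imatinib + MLN4924 and 19 of 29 erythroid genes higher (11 and 25 when adjusted over the list alone). The interaction, the difference between the imatinib effects with and without MLN4924, passed for 21 of 25 genes of ribosome biogenesis and 13 of 21 chaperones upward and for 17 of 29 erythroid genes and 9 of 16 histones downward, against the direction of imatinib alone (25, 21, 22 and 10 when adjusted over the list alone, and GATA1 and TRIM58 upward). It passed upward for PIM2, ID1 and MYC of the 12 STAT5 targets, and for 4 of the 12 ERK feedback targets upward and PHLDA1 downward (3 upward, and 8 and 1, when adjusted over the list alone). Over all lists 186 members passed it, with a gene of several lists counted in each. There were 118 without control replicate 2, 108 without imatinib replicate 1 and 100 without imatinib replicate 2.

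**Figure D6:**
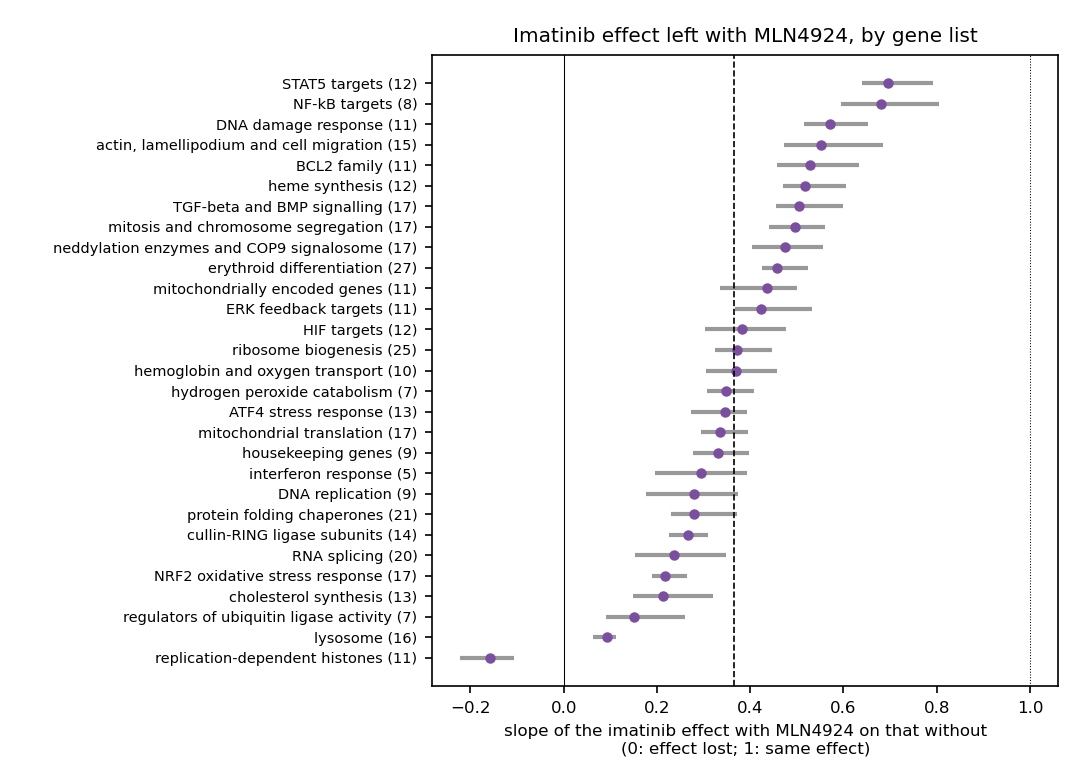
Slope of the log2 fold changes of imatinib + MLN4924 vs MLN4924 on those of imatinib vs control, for lists with at least 5 genes changed by imatinib. Points show the slope over all measured members of a list and bars its range with each library left out. The dashed line is the slope over all changed genes. The STAT5 targets lie at 0.695, all changed genes at 0.366 and the histones at -0.158.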

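Of the 4073 genes that rose with imatinib, 984 also rose with it in the presence of MLN4924, 22 fell and 3067 did not pass. The median log2 fold change of the set was 0.71 alone and 0.26 with MLN4924. Of the 4260 that fell, 1125 also fell with MLN4924 present, 20 rose and 3115 did not pass, with medians of -0.61 and -0.23. The interaction went against the imatinib effect for 1091 of the risen genes and with it for 0, and for 1354 and 4 of the fallen genes. Imatinib and control libraries enter both the choice of these genes and the interaction. In simulations added later, equal imatinib effects gave 0 such genes, and the interactions with signs drawn at random gave 51.1% against the effect, in place of 99.8%. The observed counts depend on single libraries. Genes past the threshold against MLN4924 in all were 1196 higher and 1312 lower, and 784 and 635, 662 and 582, and 658 and 659 without MLN4924 replicates 1, 2 and 3, and 542 and 483, and 561 and 466, without imatinib + MLN4924 replicates 1 and 2. Those of the interaction were 1402 up and 1138 down, and 766 and 679 without control replicate 2, 798 and 732, and 811 and 837, without MLN4924 replicates 2 and 3, 621 and 568, 574 and 481, and 2368 and 1611 without imatinib replicates 1, 2 and 3, and 818 and 832 without imatinib + MLN4924 replicate 3. Compared with control, 1204 of the risen and 1585 of the fallen genes were still changed the same way with imatinib + MLN4924, and 4052 genes differed from control in all. Compared with imatinib, 2421 of the risen genes were lower and 2607 of the fallen genes higher with imatinib + MLN4924. Imatinib stands on both sides of that last pair of comparisons, which alone gives log2 fold changes a correlation of -0.492 in simulated data without any effect, against -0.748 here. That correlation does not measure the size of the shared noise. The covariance was -0.0277 in the simulated data and -0.319 here. In replicate 3 of imatinib and of imatinib + MLN4924 the effect was weaker, with slopes on the mean imatinib effect of 0.824 against 1.09 in replicates 1 and 2 of imatinib, and 0.251 against 0.423 and 0.422 in those of imatinib + MLN4924. From the principal components, the correlations and the modules, the paper concludes that deneddylation counteracts the transcriptional changes in imatinib-treated CML cells. It proposes that genes of the brown module, which it finds correlated with both groups with MLN4924, take part in resistance to imatinib.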

## Neddylation modification leads to structural change of ABL1

The aforementioned findings prompted us to further explore whether BCR::ABL1 could serve as a direct target for neddylation. Since the conformation of ABL1 kinase domain determines the activity of BCR::ABL1 fusion protein, it serves as a direct target of BCR::ABL1 TKIs. Therefore, the structural analysis of ABL1 kinase domain was used to design drugs^21^. Through performing co-immunoprecipitation (co-IP) experiment using anti-NEDD8 antibody, ABL1 was confirmed to be co-precipitated with NEDD8 (Fig. 4A). Therefore, we identified ABL1 as a novel neddylation substrate.

**Fig. 4:**
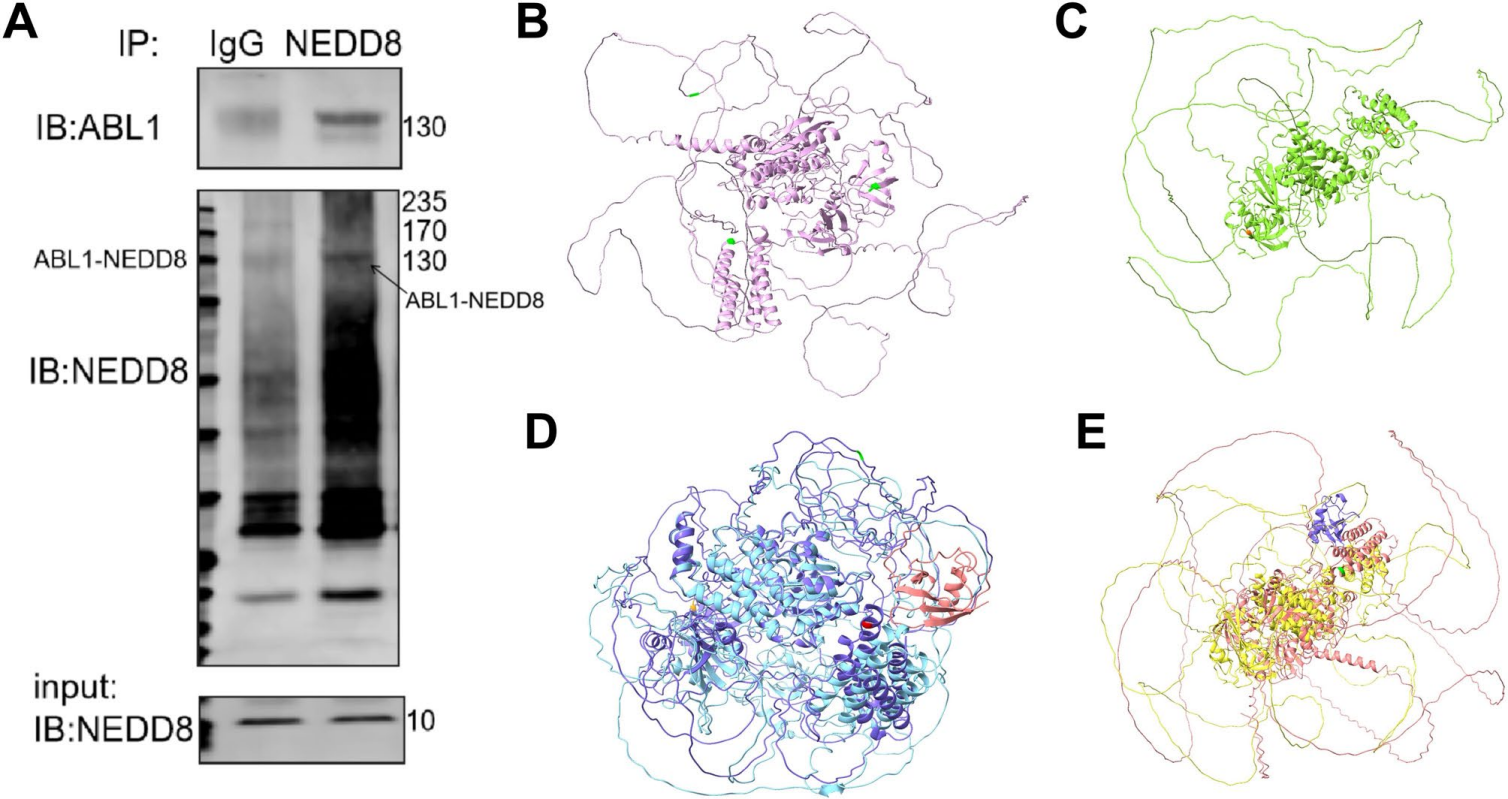
ABL1 is a novel neddylation substrate. (**A**) The binding of NEDD8 to ABL1 domain was evaluated by co-IP in K562 cells. (**B**) ABL1 structure predicted by an AI large-molecule structure predicting tool ESM-fold. The light-green sites represent K1080, K87, and K756. (**C**) ABL1 structure predicted by AlphaFold3. The orange sites represent K1080, K87, and K756. (**D**) ABL1 structure before and after deneddylation as predicted by ESM-fold. The blue color represents structure after deneddylation of ABL1, the purple color indicates ABL1 bound to a NEDD8 molecule. The pink color represents the NEDD8 molecule. The red site is K1080, the yellow site is K87, the green site is K756. (**E**) ABL1 structure before and after deneddylation as predicted by AlphaFold3. The yellow color indicates ABL1 structure after deneddylation, the pink color represents ABL1 neddylated by one NEDD8 molecule. The purple color represents NEDD8.

Non-Cullin substrates usually have multiple neddylation sites, which are broadly dispersed across the exposed lysine residues on the target surface. The ABL1 kinase domain contains 82 lysine residues that are potential substrates for neddylation. By using the Neddypreddy Prediction Platform^22^, K1080, K87, and K756 were identified as the most probable sites on ABL1 (Supplementary Table 1). Therefore, we next employed the artificial intelligence (AI) 3-Dimensional spatial structure binding technology, combining the known structure of two ABL1 structure domains deciphered from cryo-EM or X-ray crystallization (we call these golden truth) and other structure domains without golden truth. From the established sequences of the complete ABL1, we predicted this complete molecule structure using both ESM-fold^23^ (Fig. 4B) & AlphaFold3^24^(Fig. 4C), which are the two most popular protein multimer structure prediction tools. As shown in Fig. 3B and C, the green or orange residues represented K1080, K87, and K756. Additionally, we utilized ESM-fold (Fig. 4D) and AlphaFold3 (Fig. 4E) space structure binding technology to predict the structure of ABL1 before and after deneddylation. It was found that when ABL1 has one and only one neddylation residue, its structure changed from blue to purple. The pink neddylation residue is very close to the most probable neddylation site K1080 in bright red. The orange residue, K87, had the second-highest probability of being a neddylation site, while the bright green residue, K756, ranked the third in probability (Fig. 4D). Results from AlphaFold3 demonstrated that the yellow part indicated the deneddylated ABL1 structure, while the pink part denoted the ABL1 structure upon binding to purple NEDD8, leading to structural alterations. The purple NEDD8 is very close to the most probable neddylation site K1080 in bright green. (Fig. 4E). Furthermore, we conducted a comparison between AlphaFold3 and ESM-fold prediction results. By comparing the known golden truth, AlphaFold3 accuracy was slightly higher than ESM-fold. From an alternative perspective, the results from AlphaFold3 and ESM-fold are similar. Specifically, the structure of the one-NEDD8 molecule is in close proximity to the K1080 residue as anticipated. Therefore, both AlphaFold3 and ESM-fold predict an obvious structural alteration of ABL1 after deneddylation.

## Hyponeddylation drives therapeutic resistance to Imatinib in murine xenograft CML model

Next, in an effort to further assess the impact of MLN4924 on the therapeutic sensitivity of imatinib in vivo, we inoculated K562 cells into nude mice, followed by the administration of imatinib, MLN4924, either alone or in combination. As shown in Fig. 5A and B, imatinib effectively suppressed tumor growth and reduced tumor weight. In contrast, the simultaneous administration of MLN4924 blunted the therapeutic effectiveness of imatinib.

**Fig. 5:**
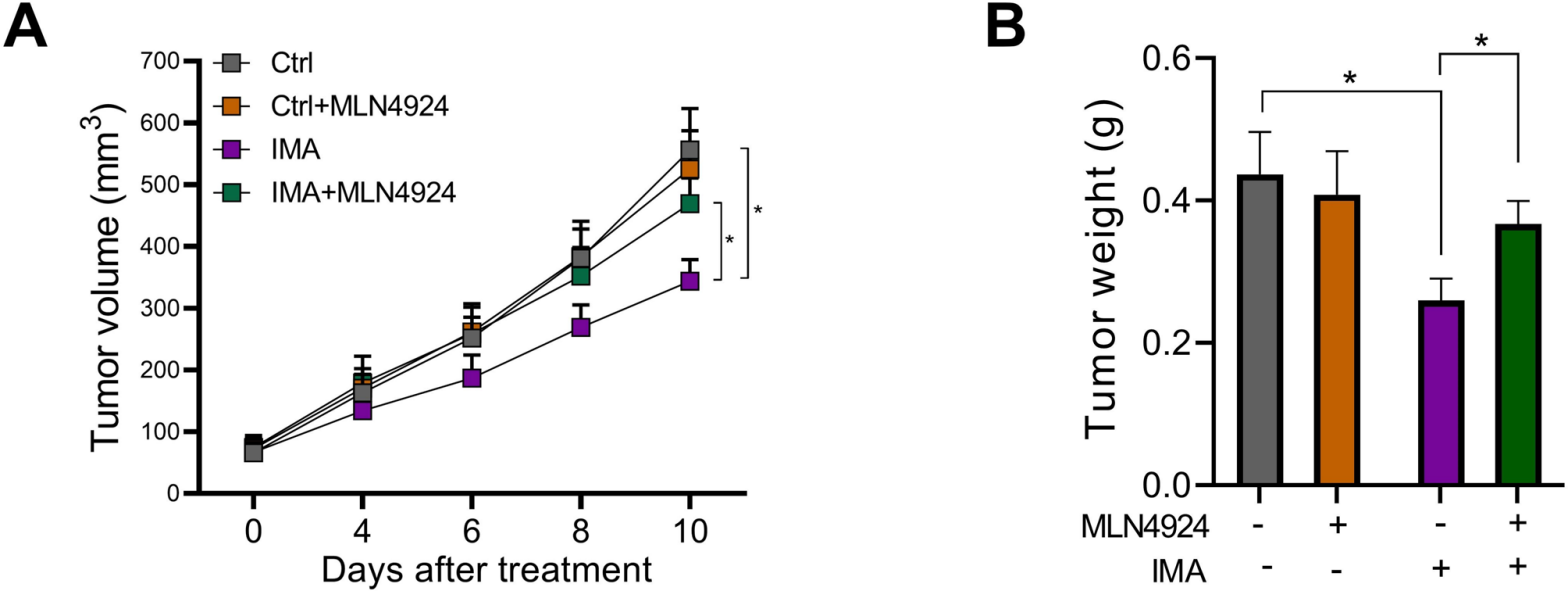
A low neddylation status inhibits the effectiveness of imatinib therapy in murine CML model. (A, B) K562 cells were subcutaneously inoculated into nude mice (*n* = 6/group), followed by the administration of imatinib (100 mg/kg), MLN4924 (50 mg/kg), or imatinib plus MLN4924, tumor growth was monitored (**A**), tumor weight was evaluated at the experimental endpoint (**B**). Data are presented as mean ± SEM. Unpaired, two-tailed Student’s t-test. *p < 0.05.

Finally, to explore the potential clinical relevance of neddylation and TKI therapy, we analyzed a Gene Expression Omnibus (GEO) dataset^25^, in which bone marrow samples from CML patients were harvested before and after imatinib treatment. The results showed that the expression of both NAE1 and NEDD8 was significantly downregulated in response to imatinib treatment (Fig. 6A). NAE1, a member of the ubiquitin-activating E1 family, is the target of neddylation inhibitors^26^; while NEDD8 encodes an ubiquitin-like protein essential for neddylation. Therefore, this finding suggests that BCR::ABL1-targeting TKI treatment could potentially downregulate the neddylation status of CML cells, thereby leading to the therapeutic insensitivity in a portion of patients.

**Fig. 6:**
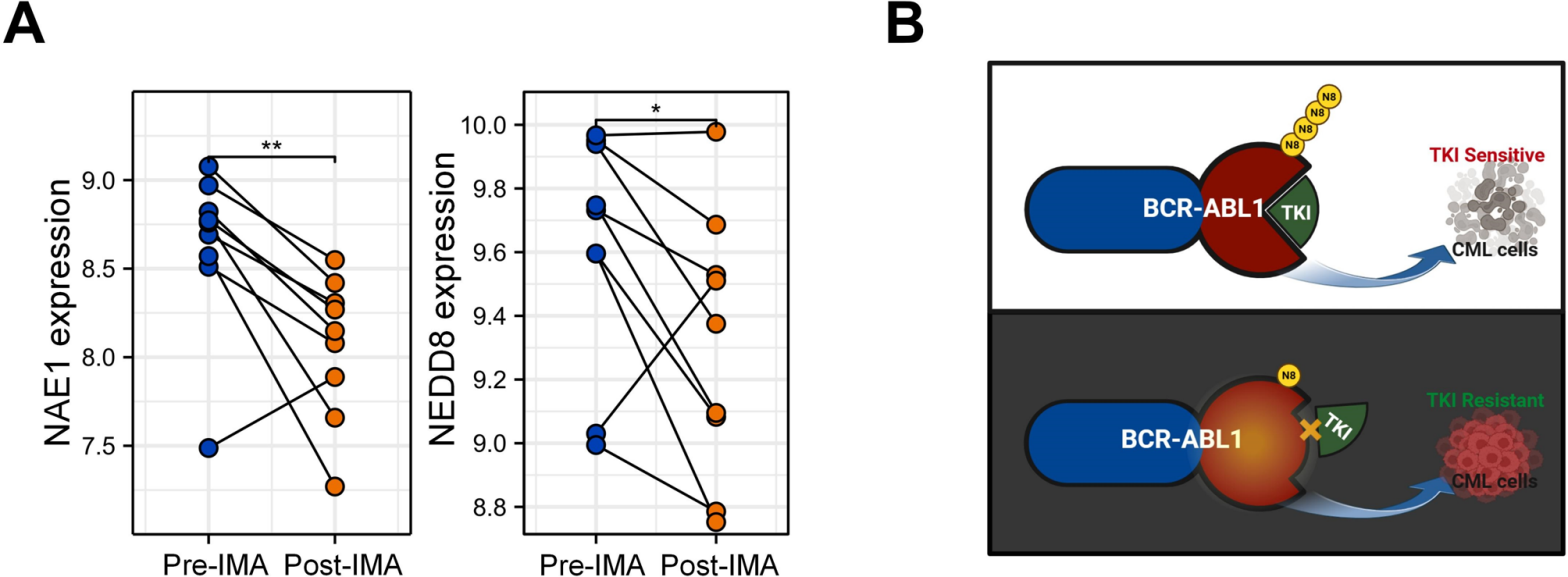
(**A**) The expression of NAE1 and NEDD8 was analyzed using GEO database (GSE33075). Paired, two-tailed Student’s t-test. *p < 0.05; **p < 0.01. (**B**) Model illustrating the mechanism that neddylation of BCR::ABL1 is required for the therapeutic response of TKIs.

In summary, we for the first time discovered that ABL1 protein can undergo neddylation, which is essential for the therapeutic effectiveness of TKIs in CML cells. Inhibition of neddylation leads to the failure of TKI (Fig. 6B).

## Discussion

BCR::ABL1-targeting TKIs represent a typical success of precision medicine in cancer treatment. Unfortunately, drug resistance occurs in a fraction of patients who received BCR::ABL1-targeting TKI therapy^27^. It is estimated that more than 90 types of site mutations exist in the kinase domain of BCR::ABL1, each with varying effects on the structure and kinase activity of the BCR::ABL1 protein, leading to different levels of resistance to TKIs. Consequently, a series of TKIs have been developed to treat CML patients carrying specific BCR::ABL1 mutation^28^. Unlike site mutations which irreversibly occur in the genomic level, epigenetic modifications such as PTMs are typically reversible and also significantly impact protein structure. Neddylation is an ubiquitin-like posttranslational modification that is crucial for maintaining cellular homeostasis under physiological conditions. However, hyperneddylation is observed in various types of tumor cells, contributing to their malignant behaviors or drug resistance^8,29^. Thus, neddylation inhibitors are considered as promising anti-tumor strategies, with their efficacy being evaluated in clinical trials, such as advanced non-small cell lung cancer, multiple myeloma, metastatic melanoma, bile duct cancer, acute myeloid leukaemia, and mesotheliomas^30,31^. Due to its pro-resistance effect of neddylation in solid tumors^15,18,19^, we initially hypothesized that neddylation inhibition would have a synergistic effect with BCR::ABL1-targeting TKIs. To our surprise, neddylation inhibitor counteracted the cytotoxic effects of BCR::ABL1-targeting TKIs, as evidenced by both in vitro assays and animal experiments.

In our study, we selected an MLN4924 concentration that did not cause cytotoxic effect on K562 cells. Actually, when used a high dosage, MLN4924 alone significantly reduced the viability of K562 cells, and thus blunted its impact on the resistance of TKIs. Therefore, the precise role of neddylation in the responsiveness of BCR::ABL1-targeting TKIs is multifactorial and complex. It could be influenced by the baseline neddylation status of cells, their sensitivity to neddylation inhibitors, and the expression or activity of other neddylation substrates. To gain a more profound insight into this question in a clinically relevant context, we aim to collect tumor samples from CML patients, and explore potential correlations between cellular neddylation levels and therapeutic outcomes of BCR::ABL1-targeting TKIs.

Compared to its similar effect on multiple BCR::ABL1-targeting TKIs, neddylation inhibition did not antagonize the cytotoxic function of cisplatin or doxorubicin, suggesting that BCR::ABL1 is a potential functional substrate of neddylation. Indeed, we validated that the ABL1 kinase domain could undergo neddylation modification, which may cause structural changes to ABL1 as predicted by the AI tool. Further investigation is needed to determine the potential impact of neddylation-induced conformational alterations of ABL1 on the binding activity of TKIs.

In summary, our study identifies the ABL1 kinase domain as a novel target for protein neddylation, and expands the current knowledge on the drug resistance mechanisms of BCR::ABL1-targeting TKIs. From a clinical perspective, the administration of neddylation agonist may be a promising strategy for sensitizing the therapeutic effectiveness of TKIs in CML patients. In addition, cellular neddylation status could serve as a potential indicator for predicting the therapeutic outcomes in CML patients who received the treatment of BCR::ABL1-targeting TKIs.

## Methods

### Cell and reagents

K562 cells were purchased from Procell Life Science & Technology Co., Ltd. (Wuhan, China), and were maintained in RPMI 1640 medium (Gibco, Thermo Fisher Scientific) supplemented with 10% fetal bovine serum (Gibco, Thermo Fisher Scientific) in a humidified atmosphere containing 5% CO2 at 37 °C. According to the experimental design, K562 cells were treated with the following reagents: imatinib (MedChemexpress, Monmouth Junction, NJ, USA), nilotinib (Beyotime, Shanghai, China), ponatinib (Beyotime), asciminib (MedChemexpress), MLN4924 (MedChemexpress), TAS4464 (MedChemexpress), VII-31 (MedChemexpress), cisplatin (MedChemexpress), doxorubicin (MedChemexpress).

### CCK8 assay

Four thousand K562 or KU812 cells were seeded into a 96-well plate. Subsequently, 10 µL of CCK8 solution (Beyotime) was added to each well, followed by further incubation at 37 °C for 4 h. The absorbance was measured at 450 nm on a microplate reader (Thermo Fisher Scientific, Waltham, MA, USA).

### Hoechst 33342 live cell staining

Eight thousand K562 cells were seeded into a 12-well plate, 10 µL of Hoechst 33342 live cell staining solution (Beyotime) was added to each well. The stained cells were then photographed under a fluorescence microscope (Olympus, Tokyo, Japan).

### Cell transfection

K562 cells were seeded into a 6-well plate, cell transfection was performed using Hieff Trans^®^ mrna Transfection Reagent (YEASEN Biotech, Shanghai, China). Briefly, 600 µL OPTI-MEM medium was mixed with 1 µg siUBA3 or siNC (General Biol, Chuzhou, China) and 4 µL transfection reagent in 1.5 mL Eppendorf tubes, then incubated at room temperature for 15–20 min. The mixture was added to the culture medium of K562 cells. After 48 to 72 h, cells were harvested and used for the subsequent experiment.

### Cell apoptosis assay

K562 cells were treated with 0.5 µM imatinib in the presence or absence of 25 µM MLN4924 for 24 h. Cell apoptosis was evaluated using Annexin V-APC/PI Apoptosis Kit (Elabscience, Wuhan, China) following the manufacturer’s protocol.

### RNA sequencing

K562 cells were treated with 0.5 µM imatinib with or without 25 µM MLN4924 for 12 h. RNA sequencing was performed by Cosmos Wisdom Biotechnology Co., Ltd (Hangzhou, Zhejiang, China). RNA sequencing data are deposited in Gene Expression Omnibus (GEO) under accession number GSE275701. Raw RNA-seq data were processed using fastp (v0.20.1) to remove adapter sequences and reads with low sequencing quality. The remaining clean reads were aligned to the human genome (hg38) using HISAT2 software (v2.1.0) with default parameter settings. Transcript assembly was performed using StringTie software (v2.0), and expression of transcripts sharing each gene_id was quantified as Transcripts Per Million (TPM). Differential expression analysis was performed using the R package DESeq2. The GO pathway enrichment analyses in the current study were done by R package clusterProfiler.

### Mouse model

4 × 10^6^ K562 cells were subcutaneously inoculated into 6-to-8-week-old, male nude mice (purchased from Shanghai SLAC Laboratory Animal Co. Ltd.) which housed under specific-pathogen free condition. When tumors were palpable, mice were administered with imatinib (100 mg/kg), MLN4924 (50 mg/kg), or a combination of imatinib (100 mg/kg) plus MLN4924 (50 mg/kg). Injections were performed every other day. Tumor size was evaluated using a caliper, tumor volume was calculated using the formula: V = length × width^2^/2. Ten days after administration, mice were euthanized by CO_2_ anesthesia followed by cervical dislocation, tumors were weighed on a digital balance. Animal experiments were approved by the Animal Ethics Committee of Sir Run Run Shaw Hospital, Zhejiang University School of Medicine. The protocols are in accordance with ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines and in accordance with relevant guidelines and regulations.

### Co-IP

K562 cells were lysed using IP lysis buffer (Beyotime). Cell lysates were incubated with magnetic beads (Bio-Rad, Hercules, CA, USA) conjugated with an anti-NEDD8 antibody (Abcam, Cambridge, UK) overnight at 4 °C. Thereafter, beads were washed and eluted with 1× sodium dodecyl sulfate loading buffer (Beyotime) for Western blot analysis. Following antibodies were used: anti-ABL1 (Santa Cruz Biotechnology, Dallas, TX, USA), anti-NEDD8 (R&D Systems, Minneapolis, MN, USA).

### Statistics

Statistical analyses were conducted using GraphPad Prism 8.0 Software (Boston, MA, USA). All data are presented as mean ± standard error of the mean. *P* < 0.05 was considered statistically significant.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

## Data Availability

Data are available from the authors upon reasonable request. RNA sequencing data are deposited in Gene Expression Omnibus (GEO) under accession number GSE275701.

# Supplementary material for: Neddylation status determines the therapeutic sensitivity of tyrosine kinase inhibitors in chronic myeloid leukemia
**Source:** Sci Rep. 2025 May 30;15:18978. doi: 10.1038/s41598-025-04153-7
**Supplement:** Supplementary file 1 — Supplementary Material 1

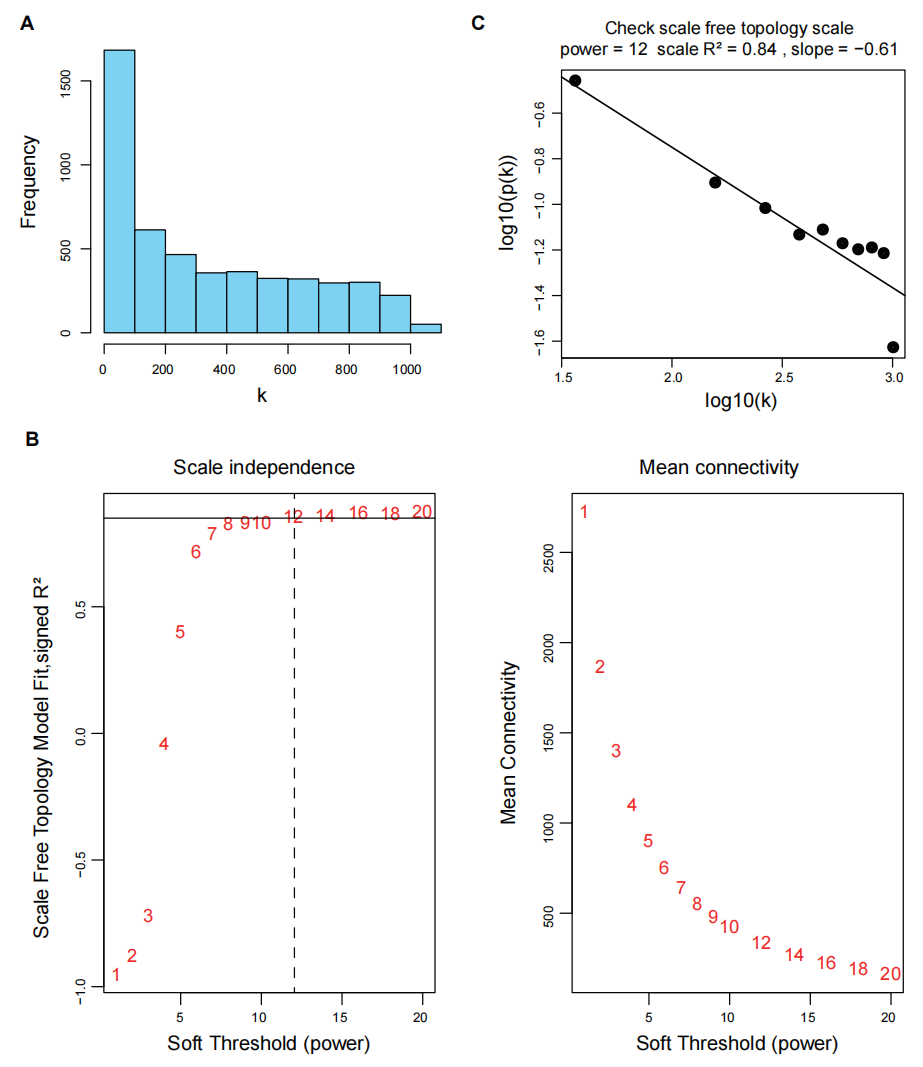

Supplementary figure 1. Weighting coefficient β selection. (A) Bar diagram of scale-free fit index. (B) The verification of scale-free topology with β set as 5. (C) Scatter plot of different soft-thresholding powers with different mean connectivity. Connectivity distribution of nodes with β set as 5.

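The connectivity of a gene is the sum of its adjacencies, where an adjacency is the scaled correlation of a pair of genes raised to the power β. A scale-free network has many genes of low connectivity and few of high connectivity, and β is raised until the distribution comes near to that form. With β = 5 in place of 12 on the same 5000 genes, the rebuilt network had 3 modules in place of 6.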

# Supplementary material for: Neddylation status determines the therapeutic sensitivity of tyrosine kinase inhibitors in chronic myeloid leukemia
**Source:** Sci Rep. 2025 May 30;15:18978. doi: 10.1038/s41598-025-04153-7
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Supplementary table 1. Neddylation prediction for ABL1.**

| Performing IUPred prediction for ABL1_1\|Chain...  Calculating PSSM for ABL1_1\|Chain...  # NeddyPreddy (v0.3) - Prediction Results  # Model Version: 2015-06-25 00:21:10  # Threshold: 0.00 (medium) | | | | |
| --- | --- | --- | --- | --- |
| Identifier | Residue | Class | Decision Value | Probability |
| ABL1_1\|Chain | 15 | Neddylated | 0.36 | 0.18 |
| ABL1_1\|Chain | 84 | Neddylated | 0.39 | 0.19 |
| ABL1_1\|Chain | 87 | Neddylated | 1.15 | 0.48 |
| ABL1_1\|Chain | 508 | Neddylated | 0.00 | 0.10 |
| ABL1_1\|Chain | 593 | Neddylated | 0.19 | 0.14 |
| ABL1_1\|Chain | 605 | Neddylated | 0.80 | 0.33 |
| ABL1_1\|Chain | 606 | Neddylated | 0.11 | 0.12 |
| ABL1_1\|Chain | 658 | Neddylated | 0.10 | 0.12 |
| ABL1_1\|Chain | 711 | Neddylated | 0.35 | 0.18 |
| ABL1_1\|Chain | 727 | Neddylated | 0.07 | 0.11 |
| ABL1_1\|Chain | 756 | Neddylated | 0.98 | 0.40 |
| ABL1_1\|Chain | 788 | Neddylated | 0.44 | 0.20 |
| ABL1_1\|Chain | 816 | Neddylated | 0.30 | 0.16 |
| ABL1_1\|Chain | 879 | Neddylated | 0.10 | 0.12 |
| ABL1_1\|Chain | 909 | Neddylated | 0.16 | 0.13 |
| ABL1_1\|Chain | 913 | Neddylated | 0.43 | 0.20 |
| ABL1_1\|Chain | 957 | Neddylated | 0.26 | 0.15 |
| ABL1_1\|Chain | 1080 | Neddylated | 1.18 | 0.49 |

How the deposited data were processed for this re-analysis (not part of the article)

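RNA sequencing of K562 cells was available for 4 groups of 3 libraries: control, 25 µM MLN4924, 0.5 µM imatinib and imatinib + MLN4924, all at 12 h. The authors trimmed the reads with fastp, aligned them to hg38 with HISAT2, assembled and quantified transcripts with StringTie, and deposited TPM per gene, so normalization to the library total is already in the values. The processing notes of the deposit also name featureCounts and GRCh38, but the table holds no counts. It has 62232 lines, of which 61541 carry an Ensembl identifier and 691 are assembled loci, and 61369 identifiers were matched to names and positions of GENCODE release 44 on GRCh38. The depth of the libraries is unknown, values below 0.01 are rounded away, and a value of 0 can stand for a failed estimate as well as for no transcript.

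Computations used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The test fixed before the data were examined was one on counts, with limma (trend) on log2(TPM + 1) if only TPM were given, and the second was used. The filter fixed for counts cannot be applied to TPM, so at least 1 TPM in at least 3 libraries took its place, a choice made after the data were seen, and assembled loci were left out. One coefficient per group was fitted to all 12 libraries, and p-values were adjusted by Benjamini-Hochberg over the 15478 genes tested, with a threshold of 0.05. The comparisons were imatinib against control, imatinib + MLN4924 against imatinib, against control and against MLN4924, MLN4924 against control, and the interaction. The paper names DESeq2 and a P under 0.05, without a design or a fold threshold. The fits were tested on simulated data, with changes of known size added to libraries of the same mean and spread.

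For gene groups, 33 lists of genes were written before the data were examined: globins, erythroid, heme, megakaryocyte, granulocyte and monocyte genes, STAT5, ERK, NRF2, HIF, NF-kB, ATF4, interferon and TGF-beta genes, ribosome biogenesis, splicing, chaperones, mitochondrial translation, DNA replication, mitosis, histones, lysosome, neddylation, cullin-RING ligases, regulators of ubiquitin ligases, DNA damage, BCL2 family, actin, hydrogen peroxide catabolism, cholesterol synthesis, lymphoid, epithelial, mitochondrially encoded and housekeeping genes. Members past the threshold were counted over all genes tested and adjusted over the list alone. Lists were tested with limma's camera at a preset correlation of 0.01, camera with an estimated correlation, and fry, adjusted over the lists. Enrichment was tested with Fisher's exact test (one-sided), against all genes tested. GO terms came from the annotation column of the deposited table, with direct annotations only and terms of 10 to 500 genes, and this was added after the data were seen. For the terms of Fig. 3C the size limit was dropped after a first run that covered 2 of them.

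Principal components and distances used log2(TPM + 1), centred per gene and not scaled, and errors of single values are jackknife standard errors over the libraries. The network used the 5000 genes with the smallest p of limma's F-test across groups, a signed adjacency with a soft threshold of 12, average linkage and a merge of branches with eigengenes correlated above 0.75. The package of the paper was not used here, so the network was rebuilt in Python, and the paper's text does not name the network type or the linkage. Eigengenes were compared between groups with exact permutation tests over all splits of the libraries. The slope of one set of log2 fold changes on another was taken through the origin, over the genes past the threshold in the comparison without the other drug. For a gene list it was taken over all measured members.

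The genes named with values were chosen by a rule: the 10 largest rises and 10 largest falls among genes past the threshold in 3 comparisons, with groups that do not overlap, the 5 largest of each sign for the interaction, the genes the paper names, and the first 4 genes of each list, from which those of the lists described were taken. A mean of at least 2 on the log2 TPM scale in one group took the place of the same limit on counts, and for the interaction non-overlap was asked of imatinib against control or of imatinib + MLN4924 against MLN4924, both set after the data were seen. Names of loci, clones and pseudogenes were left out. Other members are named where a count is 5 or fewer, after their values were seen. Alternatives tried were another pseudocount, no filter and a stricter filter, median-of-ratios scaling, the replicate number as a block, only the libraries compared, each library left out in turn and other network settings. Alternatives that need counts were not run. SIRPA did not pass the filter and was left out.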

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

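The regrouping of libraries, the scaling of replicate 3 and the DNA replication genes were tests chosen only after the results were seen, and the bounds on the mixture and on the RNAs without a poly(A) tail were tightened after that.

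A test of the difference between the imatinib effects with and without MLN4924 passed for 2540 genes. Among 100 regroupings of the 12 libraries, the real one included, 2 gave a count as large (highest other 2739), a share under 0.05, but such regroupings also break up the effects of each drug, so they do not test the interaction alone. The count was 1445 without control replicate 2, 1530 and 1648 without MLN4924 replicates 2 and 3, 1189, 1055 and 3979 without imatinib replicates 1, 2 and 3, and 1650 without imatinib + MLN4924 replicate 3. The log2 of the interaction was -3.83 for SLC4A1 and -3.38 for ESPN (ENSG00000187017, chromosome 1 from 6424776 to 6461367), an actin-bundling protein, both raised less by imatinib with MLN4924 present. It was 2.11 for HES1, 3.198 for TMEM160 (ENSG00000130748, chromosome 19 from 47045909 to 47048624) and 2.57 for CCDC85B (ENSG00000175602, chromosome 11 from 65890673 to 65891635). For SLC2A3 (ENSG00000059804, chromosome 12 from 7919230 to 8019007), a glucose transporter with the near-identical paralog SLC2A14, it was 2.00, and 9 of the 12 fits without a library did not pass (adjusted p of 0.0651 to 0.0958): those without any control or MLN4924 library, imatinib replicate 1 or 2, or imatinib + MLN4924 replicate 3. For SYS1-DBNDD2 (ENSG00000254806, chromosome 20 from 45363200 to 45410610), a readthrough gene, it was 2.34, and it did not pass without control replicate 1 or 2, MLN4924 replicate 2 or imatinib replicate 2 (0.0507 to 0.0636). It was -5.48 for SGSM1 (ENSG00000167037, chromosome 22 from 24806169 to 24927578), whose control mean was 0.0033 TPM, and -5.30 for RNVU1-28 (ENSG00000277918, chromosome 1 from 144560666 to 144560829), a copy of the U1 RNA listed at 0 in control and with imatinib + MLN4924. RNU1-1 (ENSG00000206652, chromosome 1 from 16514122 to 16514285), another U1 copy, had -3.70 and did not pass without imatinib replicate 1 or 2 (0.0511 and 0.0561). Reads of these copies and of other small RNAs are uncertain where polyadenylated RNA is selected, and the paper does not say whether it was.

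The paper does not report MLN4924 against control, in which 2239 genes passed, all 21 measured NRF2 targets rose and 25 of 30 genes of mitosis rose. With 10 splits a share under 0.05 cannot be reached (1 as large, highest other 2). The count was 1430 without control replicate 2, and 1362 and 1433 without MLN4924 replicates 2 and 3.

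The effect of imatinib was weaker in replicate 3, both of imatinib and of imatinib + MLN4924, with the slopes given above. Scaling of these libraries would move risen and fallen genes the same way, and is argued against because both moved back toward the group without imatinib. The median shares were 0.3591 (quartiles 0.2142 and 0.5082) and 0.2305 (0.1516 and 0.3196) in imatinib replicate 3 and 0.5341 and 0.3603 in that of imatinib + MLN4924. These genes were chosen without the replicate 3 libraries, which by itself draws replicate 3 back. Each share was taken against the mean of the other replicates, so those of replicates 1 and 2 include replicate 3 there. After median-of-ratios scaling the slope was still 0.823 in imatinib replicate 3, against 1.09 in replicates 1 and 2. It was 0.251 in that of imatinib + MLN4924, against 0.4219 and 0.4205. RNA of cells without imatinib mixed into replicate 3 would bring risen and fallen genes back to control by the same share, and the difference between these shares was 0.1286 in imatinib replicate 3, against 0.0327 and 0.1181 in replicates 1 and 2, and 0.1738 in replicate 3 of imatinib + MLN4924, against 0.1967 and 0.0509. The rule written beforehand, a difference over 0.1 and over those of replicates 1 and 2, would have ruled a mixture out by about 0.01, and a margin over the spread between replicates was asked for after the value was seen, so a mixture and a weaker effect cannot be told apart. Dose and time are the same for all 3 replicates, so no biological explanation was tested.

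Of 16 replication-dependent histones, outside the genes the paper discusses, 14 fell with imatinib + MLN4924 against imatinib, and 10 rose with imatinib against control. The paper does not say whether polyadenylated RNA was selected for these libraries. Less complete selection of polyadenylated RNA in the imatinib libraries cannot be told apart from a change in the histone transcripts: the small nuclear RNAs moved with the histones (median log2 fold change 0.507 with imatinib against control, with 5 of 31 higher and 1 lower, and -0.7765 with imatinib + MLN4924 against imatinib, with 9 lower and 2 higher), and the small nucleolar and Cajal body RNAs did not (-0.0861 and 0.0471, with 0 of 26 past the threshold and then 2 higher). The rule written beforehand would have ruled it out from the nucleolar RNAs alone, but their quartiles with imatinib, -1.1826 and 0.3036, span more than their distance from the histones' median of 0.6492, and RN7SL1 (-0.88), RN7SL2 (-0.65) and RN7SK (0.36), looked at after the result, went both ways. A larger share of cells in DNA replication is argued against by the genes of that list, whose median was -0.1746, with 8 lower and CDT1 higher. This rests on replicates 1 and 2, where their mean log2 change from control was -0.2516 and -0.1865. In replicate 3 it was 0.0452 while that of the histones was 0.4482. Transcript levels do not count cells in DNA replication. A change in the tails or the decay of histone transcripts with imatinib may remain too, and was not tested.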

How the results depend on the processing

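The settings with another pseudocount for the counts and slopes, a mean TPM of at least 5, median-of-ratios scaling, linear TPM and standardized libraries for the distances, and without both replicate 3 libraries treated with imatinib were chosen after the data were seen, and so was the use of absolute values for the unsigned network, whose first, signed value was negative for imatinib and was not kept because such a module mixes risen and fallen genes. DESeq2, tests with its size factors and a minimum of 10 counts need counts and were not run. Where no reason is given below, the cause was not tested.

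Total counts of genes past the threshold stayed within 1.5 times under the other pseudocount, the stricter filter, the scaling, and in fits of only the libraries compared. The stricter filter changed the split, and both filters were chosen after the data were seen. With it, 40.31% of the genes past the threshold rose with imatinib against control (48.88% with the main filter, at least 1 TPM in at least 3 libraries). For imatinib + MLN4924 against imatinib it was 60.19% (52.45%). Without the filter, imatinib + MLN4924 against MLN4924 gave 1515 (2508 with it) and the interaction 1398 (2540). Without both replicate 3 libraries treated with imatinib, imatinib + MLN4924 against MLN4924 gave 3996. Asking for a 2-fold change as well, which can only lower a count, gave 2013 for imatinib against control, 1053 for imatinib + MLN4924 against imatinib, 310 for MLN4924 against control, 486 for imatinib + MLN4924 against control, 261 against MLN4924 and 632 for the interaction.

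The replicate block gave 8260, 6606, 2205, 4024, 2547 and 2553 for imatinib against control, imatinib + MLN4924 against imatinib, MLN4924 against control, imatinib + MLN4924 against control and against MLN4924, and the interaction. Libraries of equal replicate number were little alike: the residuals of 18 same-numbered pairs correlated at -0.0591 to 0.1854, with 1 over 0.1. That one joined replicate 3 of imatinib and of imatinib + MLN4924, and 7 of 12 libraries correlated best with one of their own number. A pairing of some libraries by number is therefore not excluded.

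With each library left out, the counts ran from 7172 to 8410 for imatinib against control, 5040 to 7049 for imatinib + MLN4924 against imatinib, 1362 to 2673 for MLN4924 against control, 2763 to 4601 for imatinib + MLN4924 against control, 1025 to 3259 against MLN4924 and 1055 to 3979 for the interaction. Moves over 1.5 times were 1430 for MLN4924 against control without control replicate 2, 1362 and 1433 without MLN4924 replicates 2 and 3, for imatinib + MLN4924 against MLN4924 1419, 1244 and 1317 without MLN4924 replicates 1, 2 and 3 and 1025 and 1027 without imatinib + MLN4924 replicates 1 and 2, and for the interaction 1445 without control replicate 2, 1530 and 1648 without MLN4924 replicates 2 and 3, 1189, 1055 and 3979 without imatinib replicates 1, 2 and 3 and 1650 without imatinib + MLN4924 replicate 3. List members past the threshold ran from 362 to 411 (404 with all libraries), 324 to 397 (371), 124 to 189 (164), 184 to 286 (254), 92 to 223 (172) and 100 to 277 (186) in the order of the first sentence. For imatinib + MLN4924 against MLN4924 they were 106 and 104 without MLN4924 replicates 2 and 3 and 92 and 93 without imatinib + MLN4924 replicates 1 and 2, and for the interaction 118 without control replicate 2 and 108 and 100 without imatinib replicates 1 and 2.

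List tests that passed at the preset correlation numbered 16, 18, 11, 11, 15 and 14 of 33 in that order, and 0, 0, 2, 1, 0 and 0 with an estimated correlation, which widens the error of lists whose genes move together (3, 8, 4, 5, 3 and 4 at an unadjusted p under 0.05). fry gave 26 for imatinib against control and 28 for imatinib + MLN4924 against imatinib. Enrichment between imatinib + MLN4924 and imatinib without a fold threshold passed for 14 lists in place of 8.

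The number of modules was 3 with a soft threshold of 5, 3 with the genes of highest median absolute deviation, and 3 to 7 with each library left out (3 without control replicate 2). For the module most specific to MLN4924 the difference of means was 0.3514 (adjusted p = 0.127) with a soft threshold of 5 and 0.4142 (0.0954) with the genes of highest deviation, for control 0.2682 (0.32) and 0.3252 (0.227), and for imatinib + MLN4924 0.4754 (0.0228) in the unsigned network and 0.474 (0.0273) with a soft threshold of 5.

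The slope for imatinib ran from 0.3235 to 0.426 with each library left out, and that for MLN4924, 0.6902 with all libraries, from 0.6081 (without control replicate 3) to 0.7342, and was 0.621 with a pseudocount of 0.1 and 0.5422 over all genes tested. The distance ratio ran from 0.6063 to 0.7233 with each library left out, and was 0.7533 with the 500 genes of highest variance, 0.3579 on linear TPM (0.358 without the filter) and 0.3634 with the libraries as standardized variables (0.364 without the filter). The correlation difference ran from 0.0096 to 0.0223. Of 68 named pairs of gene and comparison, all 68 kept their side of the threshold with the scaling and with the other pseudocount, and so did the 67 that remained with a mean TPM of at least 5. Without the filter 65 did and 3 no longer passed, and in fits of only the libraries compared 57 did and 1 no longer passed. With the replicate block 67 did and 1 newly passed. The same counts held without both replicate 3 libraries treated with imatinib. NEDD8 in imatinib against control did not pass without control replicate 1 or 2 or imatinib replicate 2 (0.0675, 0.057 and 0.0689). The unknown depth limits what can be said of genes of low TPM.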

Differences from the paper's values

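Linear TPM and libraries as standardized variables were tested only after the values were seen. A count or percentage is called within the paper's value if it lies within 1.5 times of it or within the jackknife standard error, and a correlation if it lies within that error.

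The network had 6 modules, and the paper's text gives 10. Without merging there were 8, within 1.5 times of the paper's number, but the unsigned network gave 4, and a soft threshold of 5 and the genes of highest median absolute deviation gave 3 each.

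PC1 held 47.11% of the variance, against the paper's about 97% in Fig. 3A, read by eye. Without centring per gene it held 98.91%, within the paper's value, but 45.34% with genes scaled, 35.28% with the 500 genes of highest variance, 35.69% with a pseudocount of 0.1 and 39.18% without the filter. PC2 held 13.79%, against the paper's about 2.2% in Fig. 3A, read by eye, and no setting fixed before the data were examined came within it (0.51% without centring, 16.37% scaled, 13.61% with 500 genes, 12.63% with the other pseudocount and 12.64% without the filter). On linear TPM, chosen after seeing the values, PC1 held 87.66%, within the paper's value, and PC2 5.94%, which was not. With the libraries as standardized variables on linear TPM without a filter, chosen after seeing the values to match the figure, PC1 held 97.25% and PC2 2.23%, which match the numbers printed in Fig. 3A (97.24% and 2.24% with the filter).

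The highest correlation of a module with the MLN4924 group was 0.6737, against the paper's about 0.82 in Fig. 3F, read by eye, and 0.6742, 0.5271 and 0.6213 with the unsigned network, a soft threshold of 5 and the genes of highest deviation, none within it. For imatinib it was 0.9411, against the paper's about 0.85 in Fig. 3F, read by eye, and 0.9197, 0.9402 and 0.9156 with these settings, none within it. For imatinib + MLN4924 it was 0.6103, against the paper's about 0.72 in Fig. 3F, read by eye, and the unsigned network (0.713) and a soft threshold of 5 (0.711) came within it, but the genes of highest deviation (0.5186) did not. For the module shared by the groups with MLN4924, the correlation with MLN4924 was 0.6737 against the paper's about 0.59 in Fig. 3F, read by eye, and that with imatinib + MLN4924 0.4177 against about 0.55 in Fig. 3F, read by eye, with no alternative run.

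The correlation of gene significance and module membership for MLN4924 was 0.359, against the paper's about 0.57 in Fig. 3G, read by eye, and for imatinib + MLN4924 0.0744, against about 0.64 in Fig. 3G, read by eye. In the shared module it was 0.359 for MLN4924, against the paper's about 0.54 in Fig. 3G, read by eye, and -0.2256 for imatinib + MLN4924, against about 0.39 in Fig. 3G, read by eye. No alternative was run for these values. For imatinib it was 0.7719 (jackknife standard error 0.0579), within that error of the paper's about 0.74 in Fig. 3G, read by eye.

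In its text the paper gives a positive relation of gene significance and module membership for each of 4 modules, and here that of module 3 for imatinib + MLN4924 was negative, that of module 4 for the same group lay within its error of 0 (0.0744, jackknife standard error 0.1212), and those for MLN4924 and imatinib were positive. The paper names separate modules for MLN4924 alone and for both groups with MLN4924, and here module 3 was the highest for both. It also finds the brown module correlated with imatinib + MLN4924, while module 3 exceeded the rest by 0.2785 there (adjusted p = 0.266), and the red module correlated with that group, while module 4 did not pass (adjusted p = 0.0993), though the unsigned network (0.0228) and a soft threshold of 5 (0.0273) gave a module that did. For the brown module the paper gives regulation of ubiquitin ligase activity, cell migration and oxidative stress, and in module 3 the lists of NRF2 targets and of actin and migration passed and the regulators of ubiquitin ligases did not (adjusted p = 0.0857), but did against the network genes alone, chosen after seeing the values (0.029), where the cullin-RING ligase subunits, past the threshold against all genes tested, did not (0.0563). Fig. 3C shows 10 terms, of which 4 of the 8 found passed here, with those of hemoglobin and red cells among them, on direct annotations only, which leave 9 and 2 genes in the terms named for myeloid cells and so cannot test these. In the legend of Supplementary Figure 1 β is 5 and in the text 12.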

Other observations

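Regroupings were tests chosen only after the results were seen, and so were the choice of the STAT5 targets among the lists, the allowance for it and the comparison of all lists with random lists.

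MLN4924 alone raised the NRF2 targets and most mitotic genes and lowered part of the red cell genes. Of the 2239 genes past the threshold against control, 1139 rose and 1100 fell, and 310 changed at least 2-fold, with 1430 in all without control replicate 2 and 1362 and 1433 without MLN4924 replicates 2 and 3. All 21 NRF2 targets rose, with a median log2 fold change of 1.35 (camera, adjusted p = 2.86e-34, and adjusted p = 0.0218 with an estimated correlation). OSGIN1 stood at 95.3 ± 9.21 TPM with MLN4924 and 4.66 ± 0.735 in control (SD, n = 3 each), a log2 fold change of 4.09 (standard error 0.15, adjusted p = 5.92e-08), and NQO1 had one of 1.61 (standard error 0.09, adjusted p = 2.04e-06). GCKR had a log2 fold change of 4.84 (standard error 0.29, adjusted p = 2.77e-06), and CXCL8 (ENSG00000169429, chromosome 4 from 73740519 to 73743716), the chemokine interleukin 8, rose from 1.04 ± 0.119 to 24.0 ± 4.40 TPM (SD, n = 3 each). Of 30 genes of mitosis 25 rose and none fell, with a median of 0.44 (camera, adjusted p = 7.83e-19, and adjusted p = 0.0218 with an estimated correlation). CDC20 and PLK1 (ENSG00000166851, chromosome 16 from 23677656 to 23690367), a mitotic kinase, had log2 fold changes of 0.47 (standard error 0.05, adjusted p = 0.000136) and 0.59 (standard error 0.06, adjusted p = 0.000136), and CDKN1A (ENSG00000124762, chromosome 6 from 36676460 to 36687337), an inhibitor of cyclin-dependent kinases, one of 1.31 (standard error 0.19, adjusted p = 0.00132). Of 29 erythroid genes 11 fell, among them KLF1 with a log2 fold change of -0.99 (standard error 0.12, adjusted p = 0.000496), CA2, DMTN and GFI1B rose and 15 did not pass (14 fell when adjusted over the list alone, camera adjusted p = 2.12e-05, and adjusted p = 0.567 with an estimated correlation), and 6 of 10 globin-list genes fell. NMU (ENSG00000109255, chromosome 4 from 55595229 to 55636698), the neuropeptide neuromedin U, fell from 329 ± 23.3 to 87.9 ± 6.90 TPM (SD, n = 3 each), and TMEM160 had a log2 fold change of -2.26 (standard error 0.21, adjusted p = 5.66e-05). No gene of ribosome biogenesis, RNA splicing or TGF-beta signalling passed in limma's test, and 6 of 17 genes of cholesterol synthesis rose and 2 fell.

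With imatinib against control, most genes of neddylation and the COP9 signalosome fell, by small amounts: 15 of 23 were lower, and DCUN1D1 and SENP8 higher, with a median log2 fold change of -0.32 (camera, adjusted p = 0.00367, and adjusted p = 0.295 with an estimated correlation). NEDD8 (ENSG00000129559, chromosome 14 from 24216857 to 24232367) fell from 236 ± 23.8 to 199 ± 11.8 TPM (SD, n = 3 each), a log2 fold change of -0.24 (standard error 0.07, adjusted p = 0.0156) that did not pass without control replicate 1 or 2 or imatinib replicate 2 (0.0675, 0.057 and 0.0689). NAE1 (ENSG00000159593, chromosome 16 from 66802875 to 66873256), a subunit of the enzyme that activates NEDD8, had a log2 fold change of -0.32 (standard error 0.09, adjusted p = 0.00894), and UBA3 (ENSG00000144744, chromosome 3 from 69054730 to 69080408), the other subunit, one of 0.16 (standard error 0.10, adjusted p = 0.221). The paper reports lower NEDD8 and NAE1 in bone marrow of patients after imatinib, in samples not analysed here. Of 21 NRF2 targets 14 fell with imatinib and GCLC, SLC7A11 and FTH1 rose, of 24 genes of actin and migration 14 fell and CORO1B rose, and of 26 of TGF-beta and BMP signalling 11 fell and 6 rose. Cullin-RING ligase subunits (5 higher and 9 lower of 22, median -0.08, mean 0.04), targets of ATF4 (6 and 7 of 21, median 0.09, mean -0.15) and of the DNA damage response (6 and 5 of 15, median -0.10, mean 0.13) went both ways, with a median and a mean of opposite sign. Of 17 regulators of ubiquitin ligases 2 rose (MDM2 and MDM4) and 5 fell (UBE2S, MAD2L2, CDC20, RPL23 and RPS7). Of 18 HIF targets 5 rose (BNIP3L, PFKFB4, KDM3A, SLC2A1 and MXI1) and 7 fell. Of 12 NF-kB targets 2 rose (CD83 and TNFAIP2) and 6 fell. Of 13 BCL2 family members 4 rose (BAD, BMF, BBC3 and BCL2L11) and 7 fell. Of 8 genes of hydrogen peroxide catabolism 3 rose (CAT, PRDX5 and PRDX2) and 4 fell (PRDX1, PRDX6, PRDX4 and PRDX3). Of 9 genes of the interferon response 4 rose (OAS3, IFI6, IRF7 and IRF9) and 1 fell (IFITM1). Of 12 housekeeping genes 2 rose (TFRC and RPLP0) and 7 fell. Of 17 genes of cholesterol synthesis 8 rose with imatinib and 5 fell. ITGA2B, CD9 and TUBB1 rose and F2R fell of 11 megakaryocyte genes, AZU1 rose and CD33 and CD68 fell of 5 granulocyte and monocyte genes, CD3D fell of 2 lymphoid markers, and KRT19 rose of 2 epithelial markers.

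A hypothesis from these data is that STAT5 target output may stay more lowered by imatinib with MLN4924 present than the output of other programmes. The slope of the STAT5 targets, 0.6947, lay above 99.77% of 10000 random lists of the same size matched on imatinib effect and mean TPM (median 0.4162), and the lowest slope with a library left out lay above 98.8%. But the list was singled out as the highest of 33, which the rule written beforehand left out, and the highest of 33 such lists, taken as independent, would lie below the slope in 92.7% of cases, so for these targets a slope of their own and one weaker effect for all genes cannot be told apart. Of 29 lists set against random lists in this way, a test added after the slopes were seen, the histones alone passed, below them (slope -0.1577, adjusted p = 0.0058), so one effect for all genes is argued against for the histones, whose own fall is left open above, and the STAT5 targets did not (0.0551). With a pseudocount of 0.1 the slope was 0.7107 (above 99.45% of single random lists, and above the highest of 33 in 83.4% of cases), no lower, so values near the pseudocount do not account for its size, while its place above other lists is less sure there. The matched lists had a smaller mean imatinib effect (-1.60 against -1.83), and the range with a library left out overlaps that of the NF-kB targets (0.595 to 0.805). The interaction of the list as a whole did not pass (camera, adjusted p = 0.0808, and adjusted p = 0.639 with an estimated correlation), and the hypothesis was found and tested on the same libraries.

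For the other comparisons, 10 splits are too few for a share under 0.05: the real count was 8333 and the highest other 1 for imatinib against control, 6658 and 2 for imatinib + MLN4924 against imatinib, 4052 and 3 for imatinib + MLN4924 against control, and 2508 and 2 for imatinib + MLN4924 against MLN4924, with 1 split as large in each. Against MLN4924 the count was 1419, 1244 and 1317 without MLN4924 replicates 1, 2 and 3, and 1025 and 1027 without imatinib + MLN4924 replicates 1 and 2.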
